# Artesunate shows potent anti-tumor activity in B-cell lymphoma

**DOI:** 10.1186/s13045-018-0561-0

**Published:** 2018-02-20

**Authors:** Thea Kristin Våtsveen, Marit Renée Myhre, Chloé Beate Steen, Sébastien Wälchli, Ole Christian Lingjærde, Baoyan Bai, Pierre Dillard, Theodossis A. Theodossiou, Toril Holien, Anders Sundan, Else Marit Inderberg, Erlend B. Smeland, June Helen Myklebust, Morten P. Oksvold

**Keywords:** Artemisinin, B-cell lymphoma, Drug screen, ER stress, UPR

## Abstract

**Background:**

Although chemo-immunotherapy has led to an improved overall survival for most B-cell lymphoma types, relapsed and refractory disease remains a challenge. The malaria drug artesunate has previously been identified as a growth suppressor in some cancer types and was tested as a new treatment option in B-cell lymphoma.

**Methods:**

We included artesunate in a cancer sensitivity drug screen in B lymphoma cell lines. The preclinical properties of artesunate was tested as single agent in vitro in 18 B-cell lymphoma cell lines representing different histologies and in vivo in an aggressive B-cell lymphoma xenograft model, using NSG mice. Artesunate-treated B lymphoma cell lines were analyzed by functional assays, gene expression profiling, and protein expression to identify the mechanism of action.

**Results:**

Drug screening identified artesunate as a highly potent anti-lymphoma drug*.* Artesunate induced potent growth suppression in most B lymphoma cells with an IC_50_ comparable to concentrations measured in serum from artesunate-treated malaria patients, while leaving normal B-cells unaffected. Artesunate markedly inhibited highly aggressive tumor growth in a xenograft model. Gene expression analysis identified endoplasmic reticulum (ER) stress and the unfolded protein response as the most affected pathways and artesunate-induced expression of the ER stress markers ATF-4 and DDIT3 was specifically upregulated in malignant B-cells, but not in normal B-cells. In addition, artesunate significantly suppressed the overall cell metabolism, affecting both respiration and glycolysis.

**Conclusions:**

Artesunate demonstrated potent apoptosis-inducing effects across a broad range of B-cell lymphoma cell lines in vitro, and a prominent anti-lymphoma activity in vivo, suggesting it to be a relevant drug for treatment of B-cell lymphoma.

**Electronic supplementary material:**

The online version of this article (10.1186/s13045-018-0561-0) contains supplementary material, which is available to authorized users.

## Background

More than 60 different B-cell lymphoma types have been described, with different clinical courses and outcomes [1]. Diffuse large B-cell lymphoma (DLBCL) and follicular lymphoma (FL) are the most common forms of aggressive non-Hodgkin lymphoma (NHL) and indolent NHL, respectively. Current standard of care often involves chemotherapy regimens combined with monoclonal antibodies targeting the B-cell surface molecule CD20 (rituximab) and has led to an improved overall survival for most lymphoma types [2]. A number of small molecule inhibitors are currently under clinical testing, where the majority represents inhibitors of the B-cell receptor signaling (BCR) pathway and downstream signaling molecules [3].

Artesunate is a semisynthetic analogue of artemisinin, extracted from the sweet wormwood plant, *Artemisia annua*, and is the first-line treatment of severe malaria [4]. Artemisinins have demonstrated cytotoxic effects in vitro against a range of cell lines and also to be effective against drug-resistant cancer cell lines [5, 6], although the underpinning mechanisms remain unclear [7, 8]. Few studies have been reported regarding clinical use of artesunate in cancer, but artesunate has demonstrated anti-tumor effects in a small randomized clinical trial in colon cancer and to transiently decrease tumor size and prostate-specific antigen levels in a patient with advanced prostate cancer [9, 10]. The supply of artesunate has been limited, but semisynthetic production since 2014 has increased the availability [11] and enables additional clinical use of artesunate beyond malaria treatment.

B lymphoma cell lines are representative models with > 80% match with the corresponding primary cancer cells [12, 13] (O. Kallioniemi, pers. com.). Here, we demonstrate a potent induction of apoptosis by artesunate in a broad range of cell lines, representing the most common types of B-cell lymphoma. Artesunate also showed potent anti-tumor efficacy in vivo in a xenograft model, providing a rationale for clinical testing as B-cell lymphoma therapy.

## Methods

### Materials

Small molecule inhibitors are as follows: everolimus, dasatinib, duvelisib, alisertib, ibrutinib, idelalisib, sorafenib, metformin, and entospletinib (Selleckchem, Houston, TX; further information in Additional file 1: Table S1). All chemicals were from Sigma-Aldrich (St. Louis, MD) unless otherwise noted. Primary antibodies are as follows: rabbit anti-ATF-4 (#11815), -ATF-6 (#65880) and –β-tubulin (#2128) and mouse-anti-DDIT3/CHOP (#2895) (Cell Signaling Technology, Danvers, MA), rabbit anti-GAPDH (#100118; GeneTex, Irvine, CA), mouse anti-HSP70 (#648001; BioLegend, San Diego, CA), goat anti-Lamin-B (#SC-6217; Santa Cruz Biotechnology, Dallas, TX). Secondary antibodies are as follows: HRP-conjugated goat anti-rabbit (#111-035), goat anti-mouse (#115-035), and donkey anti-goat (#705-035) IgG antibodies (Jackson Immunoresearch, West Grove, PA).

### Cell lines, human samples, and culture conditions

Cell lines representing the most common B-cell lymphoma subtypes are the following: Burkitt lymphoma: BL-41, Raji, Ramos, Rec-1 (Leibniz-Institut-Deutche Sammlung von Mikroorganismen und Zellkulturen (DSMZ)) and Namalwa (gift from J. Delabie); Germinal Center B-like (GCB) DLBCL: ULA, SU-DHL-6, Oci-Ly-18 (DSMZ), Oci-Ly-2, SU-DHL-4 (gift from L. Staudt); activated B-cell like (ABC) DLBCL: U-2932 (DSMZ); DLBCL-double hit: Will-2 (DSMZ); mantle cell lymphoma: Mino, JeKo-1, Granta-519 (DSMZ); FL: Ros-50 (DSMZ), K-422 (gift from J. Delabie); immunoblastic B-cell lymphoma: DoHH-2 (DSMZ). K-422, Oci-Ly-2, Namalwa and Ros-50 were authenticated by STR-profile in 2011, BL-41, SU-DHL-4, SU-DHL-6, Ramos, Raji, Granta, WILL-2, Rec-1. Mino and DoHH-2 were DNA fingerprinted (December 2017, Forensik, Eurofins Medigenomix, Ebersberg, Germany). The cell lines obtained as gifts were second generation passages. For routine use of the cell lines, second generation splits were thawed and the experiments were performed in the time frame of 1 week after thawing and to maximum 20 passages. Mycoplasma testing is always performed after 4 weeks for all cultures using PCR-based methods (Venor GeM Mycoplasma Detection Kit), and always prior to injection of cells into mice. Cell lines were cultured in RPMI-1640 supplemented with 10% fetal calf serum (FCS) or 10% human serum (HS; TCS Biosciences, Buckingham, UK), penicillin, and streptomycin (complete media) and maintained at 37 °C in 5% CO_2_. B-cells were isolated from buffy coats from peripheral blood from anonymous, healthy donors at the Blood Bank (Oslo University Hospital, Norway), after informed consent and approval from regional authorities (REK S-03280). B-cells were isolated using anti-CD19 Dynabeads (Thermo Fisher Scientific, Waltham, MA), followed by the corresponding DETACHaBEADs [14]. B-cells were maintained in complete media with rhCD40 ligand (CD40L) (0.25 μg/ml; Enzo Life Sciences, Farmingdale, NY) preincubated for 30 min with an enhancer for ligands (1 μg/ml; Enzo Life Sciences) and recombinant human interleukin (IL)21 (50 ng/ml; Thermo Fisher Scientific).

### Luciferase construct and BL-41-luc cell line

The gene encoding for luciferase-TropC-GFP [15] was subcloned into pENTR vector and further recombined into pMP71 retroviral vector [16]. Retroviral particles were prepared, and BL-41 cells were transduced by double spinoculation [17]. Positive cells were sorted for GFP.

### Viability and apoptosis assays

Cells were grown in 96-well plates (10,000 cells/well) for 72 h with or without artesunate (0.125–8 μM) and small molecular inhibitors (Additional file 1: Table S1). The CellTiterGlo Assay (Promega, Madison, WI) was used for measuring relative cell growth (ATP levels), using Modulus microplate reader (Turner Biosystems, Promega). Measurements were related to control and reported as relative luminescence units (RLU). Viability was measured by propidium iodide (PI) assay (1 μg/ml; Thermo Fisher Scientific) after treatment with artesunate (5–10 μM) for 72 h. Apoptosis was detected by active caspase-3 assay (Alexa-647-rabbit anti-active caspase-3 clone C92-605; BD Biosciences, CA) after 24 h treatment with artesunate (1 and 5 μM) with and without Z-VAD-FMK (1 μl/ml (ab65613), Abcam, Cambridge, UK). Terminal deoxynucleotidyl transferase dUTP nick end labeling (TUNEL) was determined by the In Situ Cell Death Detection Kit after 72 h treatment with artesunate (10 μM). For both apoptosis assays, cells were fixed in PFA for 5 min and permeabilized with ice cold methanol. All assays were analyzed using FACS Canto II or LSR II flow cytometer (BD). Flow cytometry data were analyzed using the online Cytobank flow cytometry software (www.cytobank.org) [18]. DL-buthionine sulfoximine (BSO) was used at 50 μM for 18–24 h for reducing the cellular glutathione levels by inhibiting γ-glutamylcysteine synthetase. Glutathione levels were measured by GSH-Glo Glutathione assay (Promega).

### Gene expression profiling

Total RNA was isolated using MiRNeasy (Qiagen, Hilden, Germany) after 4 and 12 h treatment with artesunate (5 μM). The microarray analyses were performed on Illumina’s HumanHT-12 v4 Expression BeadChip platform (Illumina, San Diego, CA). The differential gene expression analysis was done using the *limma* package [19] in R (version 3.3.1). Two technical replicates were run per cell line and time point, and the results were averaged together. The differentially expressed genes were selected based on a log fold change larger than the absolute value of 0.5, and an adjusted *p* value (FDR) of less than 0.01. The probes were collapsed according to gene symbol, using the annotation file for the Illumina’s HumanHT-12 v4 Expression BeadChip platform. When several probes mapped to the same gene, the probe with lowest log fold change was selected. The pathways and networks most enriched for the differential expressed genes were identified by Ingenuity Pathway Analysis (IPA) software (Qiagen) with default settings. Microarray data is available at NCBI’s Gene Expression Omnibus with accession number GSE94553 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE94553).

### Immunoblotting

Cells were lysed and processed for SDS-PAGE [20]. Miniprotean or Criterion TGX precast gels were used for SDS-PAGE (Bio-Rad Laboratories, Hercules, CA). SuperSignal West Pico or Dura (Thermo Fisher Scientific) or Clarity (Bio-Rad) was used for detection. Chemidoc MP (Bio-Rad) was applied for imaging, and image processing was performed in ImageLab (Bio-Rad), Adobe Photoshop, and Adobe Illustrator (Adobe Systems, San Jose, CA).

### Animal experiments

The care and handling of animals for the present study were in conformity with the Norwegian Food Safety Authority in compliance with the European Convention of the Protection of Vertebrates Used for Scientific Purposes (Project ID 7729). NOD.Cg-Prkdc^scid^ Il2rg^tm1Wjl^/SzJ (NSG) mice were bred in-house. Pilot experiments were performed with three mice in each group. Based on the results, *n* = 10 for treatment and control group was chosen. The mice (6–10 weeks old) were injected subcutaneously with 2 × 10^6^ BL-41 cells expressing firefly luciferase (BL-41-luc). Tumor take was measured by IVIS at day 4 before mice were divided into control and treatment groups. The mice were divided according to tumor size within each cage for either treatment or control group to have non-biased, comparable groups. Artesunate was dissolved in EtOH/DMSO (1:1) to 370 mg/ml and diluted 1:10 in 5% Na_3_CO_3_ before injections. Mice were injected daily from day 4 with 200 mg/kg artesunate intraperitoneally or control (5% EtOH and 5% DMSO in Na_3_CO_3_). Treatment was given for 12 days, then 2 days off, followed by treatment every day until day 19 (17 injections total). Tumor growth was monitored by bioluminescent imaging (IVIS spectrum in vivo imaging system) at regular intervals. Mice were injected intraperitoneally with 150 mg/kg d-luciferin (Caliper Life Sciences, Hopkinton, MA) and imaged after 10 min. Inhalation anesthetic sevofluran (Baxter) supplemented with O_2_ and N_2_O was used during imaging. Caliper measurement was used to determine if the tumor size had reached maximum 2 cm in one direction or 2 cm^3^ that was the limit for euthanasia.

### Seahorse assay

A Seahorse Extracellular Flux (XF96e) Analyzer (Agilent, Santa Clara, CA) was used to measure the oxygen consumption rate (OCR) which relates to mitochondrial respiration and the extracellular acidification rate (ECAR) reflecting the cellular glycolytic activity of live intact B-cell lymphoma cells, in real time with and without artesunate pretreatment (5 μM, 12 h). Prior to the assay, BL-41, SU-DHL-6, and Mino cells were attached onto Cell-Tak (Corning Inc., Corning, NY) coated 96-well XF-PS plates at a density of 1 × 10^5^ cells/well in DMEM XF unbuffered assay media, supplemented with 2 mM sodium pyruvate, 10 mM glucose, 2 mM l-glutamine and adjusted to physiological pH (7.6) and incubated in the absence of CO_2_ for 1 h prior to the seahorse measurements (*n* = 21 technical replicates). Initially, the cell basal respiration was measured for all groups while after injection of oligomycin, a potent F1F0 ATPase inhibitor (1 μM), the OCR dropped by the amount required for ATP production by respiration. Subsequent addition of 1 μM carbonyl cyanide p-trifluoromethoxyphenylhydrazon (FCCP) uncoupled the mitochondrial electron transport from ATP synthesis and hence revealed the maximal respiration capacity in each case. Finally, addition of 1 μM antimycin A and rotenone completely inhibited the electron transport and hence respiration. Initially, the basal glycolytic rates of the treatment groups were measured while upon addition of oligomycin to the cells, being unable to produce ATP by respiration switched to their highest glycolytic capacity to compensate for their ATP requirements.

### Statistical testing

Statistical significance was determined by two-tailed unpaired Student’s *t* test and two-tailed heteroscedastic Student’s *t* test for Seahorse assay. One-sided *t* test was used for animal studies, in addition to log-rank test for the Kaplan-Meier plots. GraphPad Prism and Igor Pro were used for calculations. Differences were considered to be statistically significant if *P* < .05.

## Results

### Artesunate has potent anti-lymphoma activity in vitro

To characterize the efficacy of artesunate, inhibitors currently in clinical testing for treatment of B-cell lymphoma were compared with artesunate in a drug sensitivity screen. Artesunate was identified as a promising candidate, due to its potent reduction of cell growth across all B lymphoma cell lines tested, which contrasted more variable efficacy of the other drugs (Fig. 1). To broaden the testing of artesunate, a dose-response experiment was performed in 18 different B-cell lymphoma cell lines, representing various histological types. This revealed that artesunate exhibited broad activity across the lymphoma cell lines and potently affected cell growth, whereas it had limited effect in normal B-cells activated with CD40L alone or in combination with IL21(Fig. 2a). Artesunate reduced cell growth with IC_50_ values from 0.189 to 3.72 μM, and a high sensitivity to artesunate (IC_50_ < 1 μM) was observed in 11 out of 18 cell lines tested (Fig. 2a, Additional file 2: Figure S1). A pronounced cell death was detected with PI staining after 72 h, with only minor effects in normal B-cells (Additional file 2: Figure S1B). Detection of DNA fragmentation by TUNEL assay demonstrated potent artesunate-induced apoptosis with percentage apoptotic cells ranging from 55 to 96 after 72 h exposure to artesunate, whereas normal B-cells were not affected (Fig. 2b). Induction of apoptosis was an early event, with prominent increase of active caspase 3^+^ cells after 24 h of artesunate treatment (Additional file 2: Figure S1C). The increase of active caspase 3^+^ cells by artesunate was counteracted by the presence of the pan caspase inhibitor Z-VAD-FMK (Fig. 2c), indicating that artesunate induces apoptosis in tumor cells via a caspase-dependent pathway. Cell cycle analysis did not reveal any overall changes induced by artesunate (Additional file 3: Figure S2). Together, these results indicated that induction of apoptosis represents the main mechanism of the anti-lymphoma activity of artesunate.

**Fig. 1:**
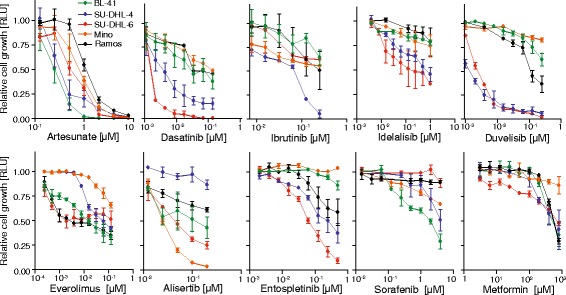
Potent growth suppression by artesunate in B-cell lymphoma cell lines. The dose-response effect for each drug was tested within a clinically relevant concentration range, and cell growth was measured using CellTiterGlo following 72 h treatment. Relative luminescence units (RLU) compared to untreated cells is shown (mean ± SD, *n* = 2–4)

**Fig. 2:**
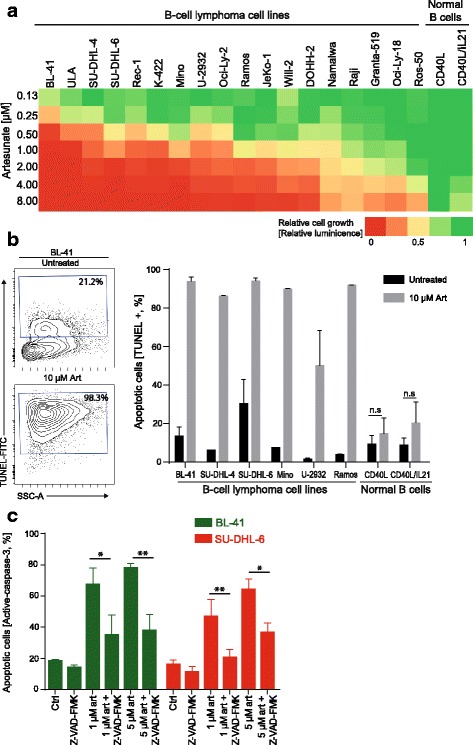
Artesunate induces growth suppression and apoptosis restricted to malignant B-cells. **a** Cell lines and normal B-cells were treated with increasing concentrations of artesunate (Art) for 72 h, measured by CellTiterGlo and normalized to untreated samples (*n* = 3–5). **b** B lymphoma cells were treated with artesunate (10 μM) for 72 h, and apoptotic cells were identified by TUNEL staining. Shown is contour plot for dUTP+ apoptotic cells in control vs. artesunate-treated BL-41 cells, and bar graph for six different B lymphoma cell lines and normal B-cells (mean ± SD, *n* = 3). **c** A pan-caspase inhibitor Z-VAD-FMK is significantly reducing apoptosis in the B-cell lymphoma cell lines treated with artesunate (1 and 5 μM for 24 h, mean SD, *n* = 3). Statistical significance was tested by Student’s *t* test, *P* < .007. n.s: not significant

### Artesunate has potent anti-lymphoma activity in a lymphoma xenograft model

To test the efficacy of artesunate as a potent anti-lymphoma drug in vivo, NSG mice were subcutaneously inoculated with 2 × 10^6^ BL-41-luc lymphoma cells and subsequently treated with artesunate (200 mg/kg/day, *n* = 10) or left untreated (control, *n* = 10). Mice with varying tumor loads were evenly distributed among the groups (Additional file 4: Figure S3A and B), and treatment was initiated at day 4 after inoculation. Tumor growth was significantly reduced in mice treated with artesunate, and statistically significant differences were reached at day 12 and day 16 after start of treatment (*P* = .0045, day 12 and *P* < .0050, day 16; Fig. 3a). IVIS images of the mice at day 16 showed a distinct reduction in tumor growth in the artesunate-treated mice compared to the control group (Fig. 3b). In one of the artesunate-treated mice, the tumor was undetectable (Fig. 3b). At day 16, half of the control mice were euthanized due to maximum tumor size limitation (2 cm^3^). In comparison, the first artesunate-treated mouse was euthanized due to its tumor size 6 days later. All remaining mice were monitored after end of treatment (day 19), and a delayed tumor growth was observed in artesunate-treated mice. Survival analysis showed that the median time to reach maximum tumor size criteria was 17.5 versus 30.5 days for control and artesunate-treated mice, respectively (*p* < .0001; Fig. 3c). The artesunate dose (200 mg/kg/day) was well tolerated with no body weight loss during treatment (Additional file 4: Figure S3C). Taken together, artesunate showed potent anti-tumor response in an aggressive B-cell lymphoma xenograft model.

**Fig. 3:**
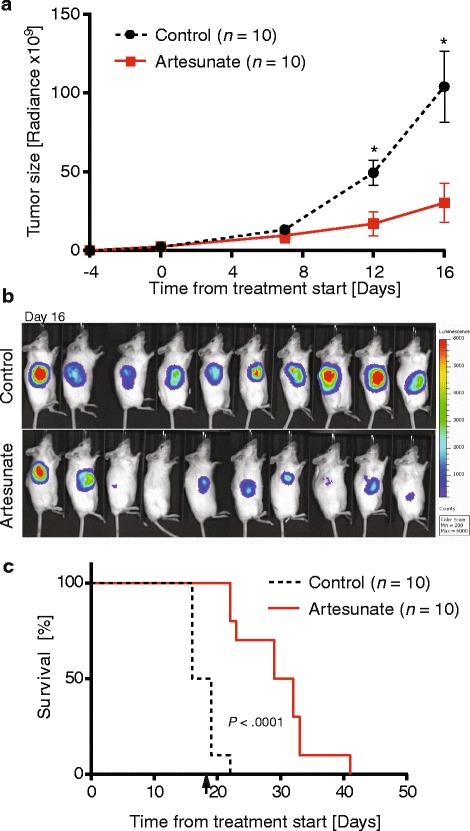
Tumor growth is inhibited after artesunate treatment. **a** Tumor growth of BL-41-luc cells was monitored based on IVIS luminescence measurements (physical units of surface radiance (photons/s/cm^2^/sr)) at day 0, 4, 12 and 16 of artesunate treatment (200 mg/kg/day; treatment was initiated at day four after inoculation). Tumor growth was significantly reduced in mice treated with artesunate and significant differences were seen at day 12 (*P* = .0045) and day 16 (*P* = .0050), by *t* test (shown is mean ± SEM, *n* = 10 in each group). **b** IVIS images of all mice at day 16. **c** Kaplan-Meier survival analyses is shown, based on tumor size (> 2 cm^3^). A significant difference in survival was observed, *P* < .0001 with median survival 17.5 vs 30.5 days in the control vs. artesunate treatment groups using log-rank test. Arrow indicates end of treatment

### Artesunate induces unfolded protein response/endoplasmic reticulum stress

To obtain a global view of the transcriptional changes after artesunate treatment, gene expression profiling was performed on three different lymphoma cell lines BL-41, SU-DHL-4, and Oci-Ly-2 treated with artesunate or vehicle for 4 and 12 h. 

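BL-41 is a Burkitt lymphoma cell line, and SU-DHL-4 and Oci-Ly-2 are diffuse large B-cell lymphoma cell lines. RNA was measured on Illumina HumanHT-12 v4 BeadChips, whose probes each report the signal of part of a transcript. Each of the 3 cell lines had 2 arrays at 0 h without artesunate, 2 after 4 h with 5 μM artesunate, 2 after 12 h without artesunate and 2 after 12 h with 5 μM artesunate, which gives 24 arrays. The 2 arrays of a group are technical replicates, so the p-values measure the spread between arrays and not between separate cultures. The paper's text names vehicle-treated cells at 4 and 12 h, whereas the sample labels describe the controls as having no treatment and the legend of Figure S4 calls them untreated. The labels give controls at 0 and 12 h, so artesunate at 4 h was compared with the 0 h control. The 4 h comparison therefore cannot tell artesunate apart from time in culture. The deposited values are non-normalized signal intensities with a detection p-value for each probe and array, and processed intensities. The processed intensities equalled the non-normalized signals after quantile normalization between arrays, with differences of at most 0.0207 on the log2 scale. At a detection p under 0.05, 16674 to 18171 of 47319 probes were detected per array in BL-41 (median 17244), 16156 to 17633 in SU-DHL-4 (median 16719.5) and 16616 to 17921 in Oci-Ly-2 (median 17284.5). The median signal per array was 95.5 to 112, 84.3 to 110 and 82.6 to 109 in the same order. For the comparisons here, the non-normalized signals were corrected for background with negative controls inferred from the detection p-values, quantile normalized with an offset of 16 and put on the log2 scale. The 25017 probes detected on at least 2 of the 24 arrays were tested in 1 limma model with 12 groups. They covered 12908 gene symbols. As in the paper's methods, a gene was called at an absolute log2 fold change over 0.5 and an adjusted p under 0.01. The methods select the probe of a gene with the lowest log fold change and do not say whether this comes before or after the thresholds; here it was taken as the lowest absolute value among the called probes. The paper's text does not name the normalization, the filter on dim probes or the model. It says that the results of the 2 technical replicates were averaged, without saying at which step. The number of arrays limits the precision: with changes of known size added to simulated data for the 12 h comparison in Oci-Ly-2, limma recovered 101 of 200 probes at a log2 fold change of 0.75, 159 of 200 at 1 and 200 of 200 at 2. The 25017 simulated probes held all 3 sizes of change at once, and 5 false calls fell among those left unchanged.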

After 4 h, only few genes showed significantly different expression, whereas a large number of genes were affected after 12 h (521, 509, and 1029 genes had significantly altered expression levels in BL-41, SU-DHL-4, and Oci-Ly-2, respectively). 

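After 12 h of artesunate, 256 genes changed in BL-41 (170 higher and 86 lower), 162 in SU-DHL-4 (104 higher and 58 lower) and 543 in Oci-Ly-2 (307 higher and 236 lower). Among the genes that rose most, CCPG1, a receptor for autophagy of the endoplasmic reticulum, had log2 fold changes of 1.98 in BL-41 and 2.41 in SU-DHL-4 (standard error 0.23 for both), and was at least 2.16-fold higher in Oci-Ly-2, where neither control array detected it. SYTL1, a synaptotagmin-like protein, rose by a log2 fold change of 2.61 in Oci-Ly-2 and 1.47 in SU-DHL-4, where 1 of the 2 control arrays detected it, and was at least 3.28-fold higher in BL-41, where neither did. At 4 h, 14 probes were called in SU-DHL-4, 13 lower and 1 higher, and none in BL-41 or Oci-Ly-2, counts that moved with the processing. Of the 14, 11 have no gene symbol, among them the only one that rose. The 3 named genes, all lower, were PTMA, which encodes prothymosin alpha (log2 fold change −1.14, adjusted p = 0.00465 from limma), G3BP1, a core protein of stress granules (−1.06, adjusted p = 0.00183), and SUMO2, a small ubiquitin-like modifier (−0.81, adjusted p = 0.00601). The reference is the 0 h control, so time in culture may contribute to these values. The 14 probes had a median of −1.06 at 4 h and of −0.333 from 0 to 12 h without artesunate. In the latter comparison PTMA, G3BP1 and SUMO2 had −0.0045, −0.24 and −0.0031.

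**Figure D1:**
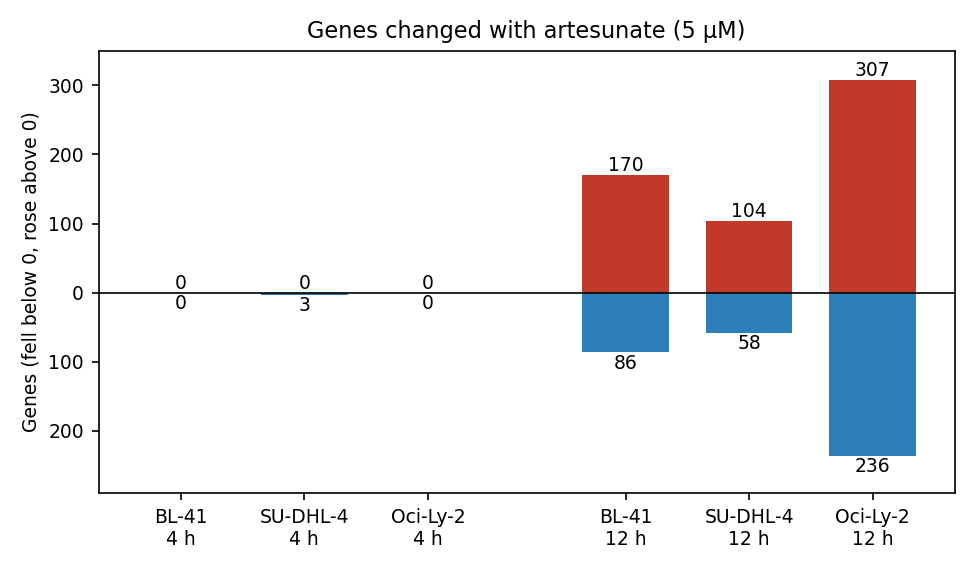
Number of genes called with artesunate in each cell line, at 4 h against the 0 h control and at 12 h against the 12 h control. Genes that rose are drawn above 0 and genes that fell below 0. The bars reach 307 genes higher and 236 lower in Oci-Ly-2 at 12 h, against 0 at 4 h.

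In BL-41 and Oci-Ly-2 limma called 0 genes at 4 h, where 2062 and 1881 of 25017 probes had an unadjusted p under 0.05, as did 2695 in SU-DHL-4. By chance, 1251 probes per comparison would have one. At 12 h the corresponding numbers were 3592, 3950 and 4814 probes in BL-41, SU-DHL-4 and Oci-Ly-2. Of the probes called at 12 h, 72.2% in BL-41, 76.8% in SU-DHL-4 and 65.1% in Oci-Ly-2 had the same sign at 4 h, where the reference is another control. Without artesunate, limma called 0 genes between 0 and 12 h in each cell line (1422, 2360 and 1235 probes at an unadjusted p under 0.05). The size of the 12 h lists moved when 1 of the 4 arrays compared was left out, to between 90 and 103 genes in BL-41, 45 and 122 in SU-DHL-4 and 136 and 264 in Oci-Ly-2. Median scaling gave 125 higher and 80 lower in BL-41, 66 and 20 in SU-DHL-4 and 253 and 97 in Oci-Ly-2, so the lower genes were a larger share in BL-41 and a smaller one in the other 2. With the lowest probe of a gene taken before the thresholds, 166, 109 and 354 genes were called in BL-41, SU-DHL-4 and Oci-Ly-2, and with the mean of both controls as the reference 428, 417 and 887. The 4 h counts depend on the processing too: in the same order they were 47, 41 and 10 with the deposited processed values (46, 41 and 9 lower) and 17, 16 and 7 with the mean of both controls. None of the genes called at 4 h was called when SU-DHL-4 0 h control replicate 1 or either 4 h artesunate array was left out, or when the brightest probe of a gene was taken first.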

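At 12 h, 69 genes changed in all 3 cell lines, 42 higher and 27 lower, each in the same direction in every cell line. Independent lists of these sizes among 12908 genes would share 0.135. INHBE, which encodes the beta E subunit of inhibin, had the largest rise that all 3 shared: it was at least 10.9-fold higher in BL-41, where neither control array detected it, with log2 fold changes of 3.85 in SU-DHL-4 (1 of 2 control arrays detected it) and 3.59 in Oci-Ly-2 (standard error 0.24 for both). SESN2, a stress-induced inhibitor of mTORC1, rose by 2.60 on the log2 scale in BL-41, where 1 of 2 control arrays detected it, and was at least 4.28-fold and 4.30-fold higher in SU-DHL-4 and Oci-Ly-2, where none did. DNASE2, a lysosomal nuclease, rose by 2.26, 1.98 and 1.93 in BL-41, SU-DHL-4 and Oci-Ly-2. TSC22D3, a leucine zipper protein induced by glucocorticoids, was undetected in the controls and at least 4.26-, 2.44- and 3.86-fold higher. Among the genes that fell in all 3, PTMA had log2 fold changes of −1.47, −1.09 and −1.35, PTGES3, a co-chaperone of HSP90, −1.29, −1.01 and −1.07, and FAM98A −1.01, −1.0 and −0.94. FABP5, a fatty acid binding protein, fell by 1.65, 1.10 and 2.15, and SLBP, which binds the stem-loop of histone mRNA, by 1.08, 1.04 and 1.24.

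**Figure D2:**
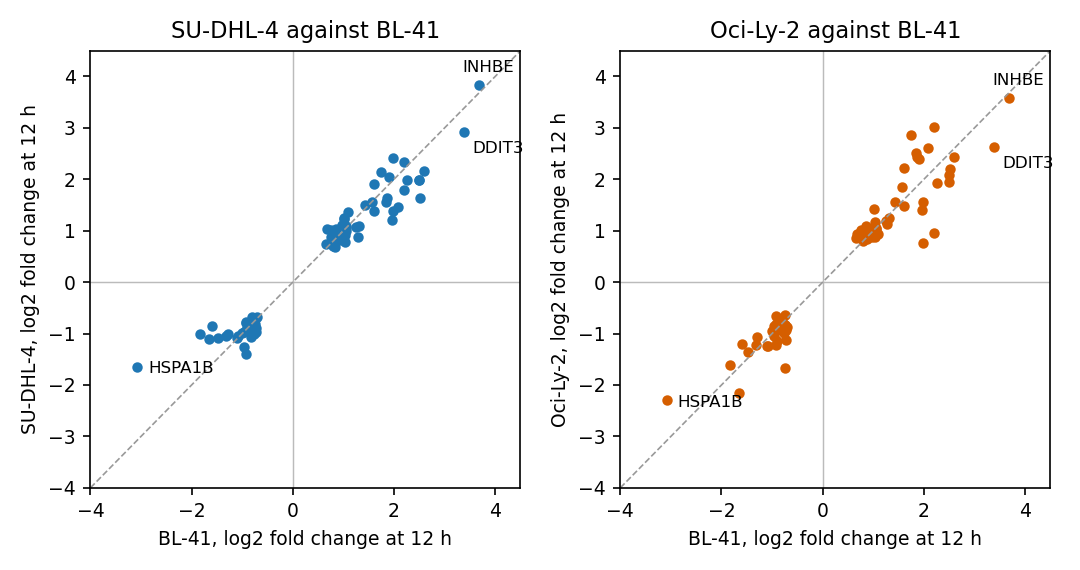
Log2 fold changes at 12 h of the 69 genes called in all 3 cell lines, with BL-41 on the x axis and SU-DHL-4 or Oci-Ly-2 on the y axis, and a dashed line of equal change. Every point lies in a quadrant where both cell lines moved the same way; values of genes undetected in the controls are fitted values and not bounds.

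Pairwise, BL-41 and SU-DHL-4 shared 74 called genes (3.21 expected of independent lists), BL-41 and Oci-Ly-2 152 (10.8 expected), of which 150 moved in the same direction, and SU-DHL-4 and Oci-Ly-2 107 (6.81 expected). Across all 25017 probes, which are not independent replicates, the correlation of the log2 fold changes was 0.472, 0.532 and 0.509 for the same pairs. With the cell line as the replicate, 325 genes changed in a limma fit on the 6 group means, and all 69 were among them. The 69 had been called on the same arrays, so their presence was largely fixed beforehand and is not independent evidence. The number of genes called in the fit on group means was 3 with no filter on dim probes, 171 with a stricter one, 47 without Oci-Ly-2, 178 with the lowest probe of a gene taken first and 704 with median scaling. FABP5 and SLBP were each measured by a further probe that was not called in any of the 3 cell lines (FABP5 −0.56, −0.04 and −0.54; SLBP −0.47, −0.32 and −0.46), and a further probe of TSC22D3 was not called in BL-41 (0.47) or Oci-Ly-2 (0.11). The list of 69 genes fell to 44 with median scaling, 41 of them shared, and to between 32 and 56 when 1 of the 12 arrays compared was left out. Of the 4 fits of SU-DHL-4 that each left out 1 array, 2 called PTMA (−1.22 to −0.95), 2 FABP5 (−1.27 to −0.00329) and 1 SLBP (−1.31 to −0.05). SLBP was called in 1 such fit in BL-41 (−1.25 to −0.28) and 3 in Oci-Ly-2 (−1.40 to −0.22). Where a fit called no probe of FABP5 or SLBP, the value is that of the further probe, which is the brighter one. Their ranges thus mix probes, and the weaker ends are not values of the called probe.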

Across the cell lines, 131 genes were commonly differentially expressed after 12 h and these genes had a very similar expression pattern (Fig. 4a). 

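At 12 h, genes of the PERK-ATF4-CHOP branch, in which the kinase PERK slows translation and ATF4 and CHOP induce stress genes, rose in all 3 cell lines. The name is that of the gene list: the arrays measure RNA and not the activity of PERK, so what induced these genes was not tested. Of 18 measured genes of this branch, 11 rose in BL-41, 9 in SU-DHL-4 and 10 in Oci-Ly-2, and none fell (12, 11 and 13 higher when adjusted over the list alone). TRIB3, a pseudokinase induced by CHOP, had log2 fold changes of 2.2 in BL-41, 2.33 in SU-DHL-4 and 3.02 in Oci-Ly-2 (standard error 0.19, adjusted p = 5.11e-07, 4.62e-07 and 1.17e-08 from limma, both artesunate arrays above both control arrays). CEBPB, a bZIP transcription factor, rose by 1.90, 2.05 and 2.4, and ATF3, a stress-induced transcription factor, by 1.84, 1.56 and 2.51. Of 25 ER chaperones and folding enzymes, SDF2L1 fell in BL-41 (−0.78) and HSPA5 in SU-DHL-4, while in Oci-Ly-2 ERP29 and DNAJC10 rose (0.63 and 0.62) and HSPA5, SDF2L1, MANF and CALR fell (the last 3 by 1.22, 1.09 and 0.80). Adjusted over the list alone, 2, 1 and 2 of the 25 were higher and 2, 3 and 6 lower. Of 18 genes of ER-associated degradation, EDEM1, which delivers misfolded glycoproteins to disposal, rose in BL-41 (0.76) and Oci-Ly-2 (0.98) and no gene passed in SU-DHL-4 (4 at an unadjusted p under 0.05). Of 10 sensors and transducers, limma called 0 in each cell line (1, 3 and 2 at an unadjusted p under 0.05; 0, 0 and 1 when adjusted over the list alone). Among these, XBP1, whose spliced form drives chaperone genes, had log2 fold changes of 0.38, 0.01 and 1.01 (standard error 0.50) and EIF2S1, the alpha subunit of eIF2, −0.21, −0.29 and −0.33. The spread of XBP1 lies mostly in BL-41: mean log2 signals with artesunate and in controls were 9.08 (standard deviation 0.92) and 8.71 (0.96) there and 11.66 (0.056) and 10.65 (0.044) in Oci-Ly-2, where its further probe was called (0.92) when each cell line was fitted alone.

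**Figure D3:**
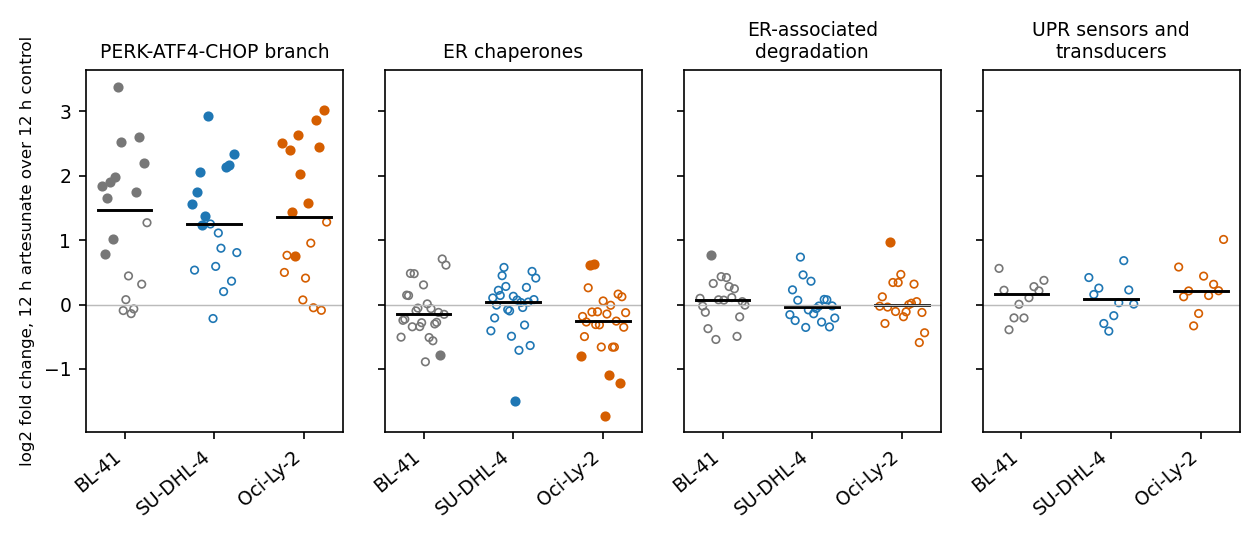
Log2 fold changes at 12 h of the members of 4 gene lists of the unfolded protein response in each cell line, with filled points for called genes and a black bar for the median. The medians of the PERK-ATF4-CHOP branch lie at 1.46, 1.24 and 1.36 in BL-41, SU-DHL-4 and Oci-Ly-2; values of genes undetected in the controls are fitted values and not bounds.

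For the 4 lists taken together as the unfolded protein response, 12 of 71 genes rose and 1 fell in BL-41, 9 rose and 1 fell in SU-DHL-4, and 13 rose and 4 fell in Oci-Ly-2 (16 and 2, 13 and 3, and 16 and 6 when adjusted over the list alone). Right-tailed Fisher exact tests of the 71 genes gave adjusted p = 1.98e-08, 2.05e-07 and 5.19e-08, those of the PERK-ATF4-CHOP branch 4.46e-13, 1.43e-11 and 1.08e-08, and those of the chaperones 0.92, 0.703 and 0.00266. Limma's camera placed the PERK-ATF4-CHOP branch above other genes with adjusted p = 3.35e-21, 6.15e-23 and 1.17e-17 (0.000326, 0.000326 and 0.000566 with an estimated correlation). The 71 genes were above other genes in BL-41 (adjusted p = 0.00201) and SU-DHL-4 (0.000453) but not in Oci-Ly-2 (0.134), and in none with an estimated correlation (adjusted p = 0.262, 0.17 and 0.752). The chaperones lay below other genes in Oci-Ly-2 (adjusted p = 0.000882, or 0.586 with an estimated correlation). The genes plotted in Fig. 4a had been seen when the PERK-ATF4-CHOP list was written, so neither its count, its direction nor its enrichment is independent evidence. When 1 of the 4 arrays compared was left out, EDEM1 in BL-41 (0.65 to 0.88), ERP29 (0.61 to 0.65), CALR (−0.85 to −0.75) and SDF2L1 in BL-41 (−0.85 to −0.71) were called in none of the 4 fits. MANF (−1.23 to −0.95) and EDEM1 in Oci-Ly-2 (0.79 to 1.17) were called in 2. The first 3 were also not called with median scaling (0.65, 0.61 and −0.71).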

Ingenuity Pathway Analysis (IPA) uncovered “Unfolded protein response (UPR)” as the most significant pathway induced by artesunate in all three cell lines (*P* < 7.26 × 10^−7^). Other significant pathways identified by IPA were also related to stress response, including endoplasmic reticulum (ER) stress, tRNA charging, amino acid biosynthesis, and the protein ubiquitination pathway (Additional file 5: Table S2). 

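Some enzymes that load amino acids onto tRNA and some that make amino acids rose at 12 h in each cell line. Of 18 cytosolic aminoacyl-tRNA synthetases, 5 rose in BL-41, 4 in SU-DHL-4 and 5 in Oci-Ly-2, and none fell (8, 7 and 8 higher when adjusted over the list alone). WARS1, the tryptophanyl-tRNA synthetase, had log2 fold changes of 1.61, 1.90 and 2.22 in BL-41, SU-DHL-4 and Oci-Ly-2 (standard errors 0.19, 0.19 and 0.17), and GARS1, the glycyl-tRNA synthetase, 1.05 in each (standard error 0.14). Of 17 enzymes of amino acid synthesis, 9, 4 and 6 rose and none fell (10, 5 and 10 higher and 0, 0 and 1 lower when adjusted over the list alone). PSAT1, an enzyme of serine synthesis, rose by 2.49, 1.99 and 1.95 on the log2 scale (standard error 0.20), ASNS, which makes asparagine, by 0.97, 1.11 and 0.89, and CTH, which makes cysteine, was at least 2.69-, 2.64- and 4.68-fold higher than controls that did not detect it. MTHFD2, a mitochondrial folate enzyme, rose by 1.06, 1.00 and 0.98, among 12 genes of folate metabolism of which 1, 1 and 2 rose and 0, 0 and 1 fell (2, 2 and 2 higher and 0, 1 and 1 lower when adjusted over the list alone).
None of 27 genes for ubiquitin and the enzymes that activate and conjugate it was called by limma (5, 5 and 6 at an unadjusted p under 0.05, 0 when adjusted over the list alone), and their median log2 fold changes were −0.18, −0.12 and −0.09. Of 34 proteasome subunits, 0, 0 and 1 changed (3, 3 and 4 at an unadjusted p under 0.05). The 1 was PSMA3 in Oci-Ly-2 (−0.66), whose brighter further probe was not called (−0.13). The call of PSMA3 ended without any 1 of the 4 arrays, where the brighter probe had −0.25 to −0.01. Mitochondrial aminoacyl-tRNA synthetases, 16 in all, had no call (2, 3 and 5 at an unadjusted p under 0.05; 1 lower in Oci-Ly-2 when adjusted over the list alone).
Fisher's right-tailed exact test gave adjusted p = 0.000165, 0.000419 and 0.00351 for the tRNA synthetases and 3.06e-10, 0.000351 and 0.000336 for amino acid synthesis; both lists were written after Fig. 4a had been seen, so these values are not independent evidence. In camera both lists lay above other genes, with adjusted p = 1.74e-08, 7.26e-07 and 2.9e-07 for the first (0.262, 0.386 and 0.37 with an estimated correlation) and 3.11e-10, 0.00182 and 1.37e-05 for the second (0.17, 0.752 and 0.453 with an estimated correlation). The ubiquitin genes lay below other genes in BL-41 (adjusted p = 0.0246, or 0.159 with an estimated correlation) and SU-DHL-4 (0.0463, or 0.206) and not in Oci-Ly-2 (0.477). The folate genes passed no test of enrichment (adjusted p = 0.591, 0.458 and 0.0536). GARS1 in BL-41 was not called with median scaling (0.83), nor in SU-DHL-4 without 12 h artesunate replicate 3 (0.94). MTHFD2 was called in 3, 1 and 3 of the 4 fits that each left out 1 array (0.94 to 1.19 in BL-41, 0.84 to 1.15 in SU-DHL-4 and 0.80 to 1.16 in Oci-Ly-2). The paper reasons that, beside the UPR, the other significant pathways of Table S2 were also related to a stress response.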

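DDIT3, which encodes the transcription factor CHOP, was among the 5 named genes that rose most at 12 h in each of the 3 cell lines. Its probe ILMN_1676984 had a mean log2 signal of 9.6 ± 0.068 with artesunate and 6.21 ± 0.058 in the control in BL-41, 9.83 ± 0.026 and 6.91 ± 0.0096 in SU-DHL-4, and 9.52 ± 0.0014 and 6.89 ± 0.023 in Oci-Ly-2 (SD, n = 2 arrays). DDIT3 was thus 10.4-fold higher in BL-41, 7.59-fold in SU-DHL-4 and 6.20-fold in Oci-Ly-2. The log2 fold changes were 3.38, 2.92 and 2.63, each with a standard error of 0.12 (adjusted p = 1.01e-12, 1.6e-11 and 1.14e-10 from limma). At 4 h its log2 fold changes against the 0 h control were 0.46, 0.36 and −0.18, and none passed the test (adjusted p = 0.116, 0.215 and 0.816).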

For all three cell lines, DDIT3/CHOP was a central molecule in the top network (Additional file 6: Figure S4A-C). Other UPR-related genes, including activation transcription factor (ATF)-4, ATF-6, and GADD34, were also significantly upregulated, whereas a number of heat shock protein family genes were downregulated. 

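PPP1R15A, which encodes GADD34, a subunit of the phosphatase that restores translation by acting on eIF2α, was higher in all 3 cell lines at 12 h: 3.33-fold in BL-41, 4.42-fold in SU-DHL-4 and 7.29-fold in Oci-Ly-2 (log2 fold changes 1.74, 2.14 and 2.87, standard error 0.16). ATF4, the transcription factor translated when eIF2α is phosphorylated, rose in BL-41 at its brightest probe (0.78, standard error 0.15) and had values of 0.53 in SU-DHL-4 and 0.50 in Oci-Ly-2 that did not pass the test. ATF6, the ER-bound transcription factor, had log2 fold changes of 0.56, 0.42 and 0.58 (standard error 0.14) and passed in none. Genes of the heat shock response fell: of 20 measured, 9 were lower in BL-41, 5 in SU-DHL-4 and 10 in Oci-Ly-2, and none rose (11, 8 and 11 lower and 0, 0 and 1 higher when adjusted over the list alone). HSPA1B, an inducible HSP70 whose sequence is nearly identical to that of HSPA1A, was 8.4-fold lower in BL-41, 3.13-fold in SU-DHL-4 and 4.91-fold in Oci-Ly-2 (log2 fold changes −3.07, −1.65 and −2.30, standard error 0.27); the probe of HSPA1A was detected on no array. HSPA8, the constitutive HSP70, fell by 1.60, 0.85 and 1.20 on the log2 scale, and DNAJB1, its HSP40 partner, by 1.83, 1.01 and 1.61. HSPA5 (BiP), the HSP70 of the ER lumen, had log2 fold changes of −0.89, −1.49 and −1.73 (standard error 0.23) and fell in SU-DHL-4 and Oci-Ly-2.

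**Figure D4:**
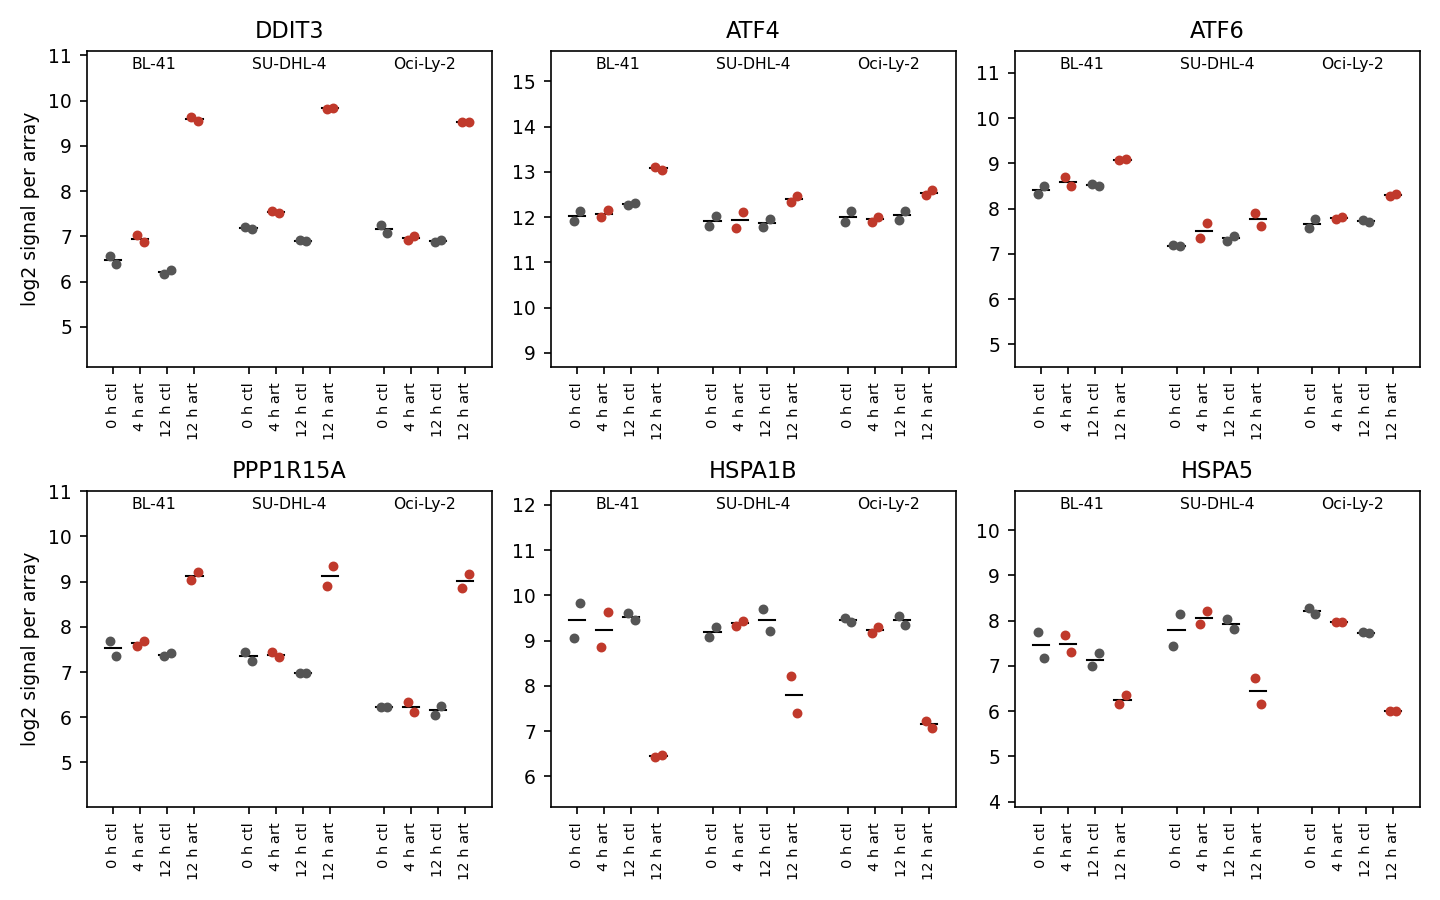
Log2 signal per array of the brightest probe of DDIT3, ATF4, ATF6, PPP1R15A, HSPA1B and HSPA5 in the 3 cell lines, for controls (ctl) and artesunate (art) at each time, with a short line at the mean of 2 arrays. At 12 h both artesunate arrays of PPP1R15A lie above both control arrays, and both of HSPA1B below them, in each cell line.

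Adjusted p from limma was 1.2e-06, 2.27e-07 and 2.44e-09 for PPP1R15A in BL-41, SU-DHL-4 and Oci-Ly-2, 0.00422, 0.0586 and 0.0514 for ATF4, 0.0342, 0.129 and 0.0168 for ATF6, 5.11e-07, 0.00147 and 2.1e-05 for HSPA1B, and 0.0335, 0.000905 and 8.25e-05 for HSPA5. Over the whole HSP families, 4, 3 and 5 of 18 members fell and none rose (6, 5 and 7 lower and 1, 0 and 1 higher when adjusted over the list alone). Of 39 DNAJ genes, 0, 0 and 2 rose and 2, 2 and 3 fell (1, 0 and 2 higher and 2, 2 and 3 lower when adjusted over the list alone). Right-tailed Fisher exact tests gave adjusted p = 1.5e-09, 3.72e-05 and 3.03e-08 for the heat shock response, 0.00217, 0.00658 and 0.00351 for the HSP families and 0.542, 0.311 and 0.0924 for the DNAJ genes. The heat shock response lay below other genes in camera with adjusted p = 2.05e-21, 2.87e-06 and 4.63e-13, and with an estimated correlation adjusted p = 0.0179, 0.37 and 0.0713; the HSP families had adjusted p = 1.28e-07, 0.00516 and 1.28e-07, and 0.0561, 0.451 and 0.0561 with an estimated correlation. Members drawn in Fig. 4a had been seen when the heat shock list was written, so neither its direction nor its enrichment is independent evidence. The call of ATF4 in BL-41 ended with median scaling (0.58) and without any 1 of the 4 arrays (0.76 to 0.81), and its dimmer probes had 0.45 and −0.07. In SU-DHL-4, HSPA1B and HSPA5 were not called without 12 h control replicate 1 (−1.41 and −1.38) or artesunate replicate 3 (−1.24 and −1.21). HSPA8 (−1.07 to −0.61) and DNAJB1 (−1.29 to −0.73) were called in 1 of the 4 fits that each left out 1 array and not with median scaling (−0.86 and −0.99). The call of DNAJB1 in SU-DHL-4 also ended with no filter on dim probes, with array quality weights and with a block for the replicate number (−1.01 in each).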

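Of the 69 genes that changed at 12 h in all 3 cell lines, 8 belong to the 71 measured genes of the unfolded protein response, and all 8 are members of the PERK-ATF4-CHOP branch that rose. They are DDIT3, PPP1R15A, TRIB3, SESN2, CEBPB, ATF3, CHAC1, which degrades glutathione, and CEBPG, a bZIP partner of CEBPB. CHAC1 had log2 fold changes of 1.98, 1.38 and 0.76 in BL-41, SU-DHL-4 and Oci-Ly-2, and CEBPG 1.01, 1.24 and 1.43. No gene of the ER chaperone, ER-associated degradation or sensor and transducer lists was among the 69. The list also held 5 of 20 heat shock genes, all lower, 4 of 18 cytosolic aminoacyl-tRNA synthetases, 4 of 17 genes of amino acid synthesis and 3 of 15 amino acid transporters, all higher. Right-tailed Fisher exact tests against the 12908 genes measured gave adjusted p = 6.26e-08 for the 71 genes and 6.44e-13 for the PERK-ATF4-CHOP branch alone. They gave 6.4e-07 for the heat shock genes, 1.51e-05 for the tRNA synthetases, 1.48e-05 for amino acid synthesis and 0.000371 for the transporters. The lists were written after the shared genes of Fig. 4a had been seen, so these p-values are not independent of the paper's result.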

IPA was repeated for a combined list of genes altered by artesunate in all three cell lines and still identified the UPR as the most significant pathway (Fig. 4b).

**Fig. 4:**
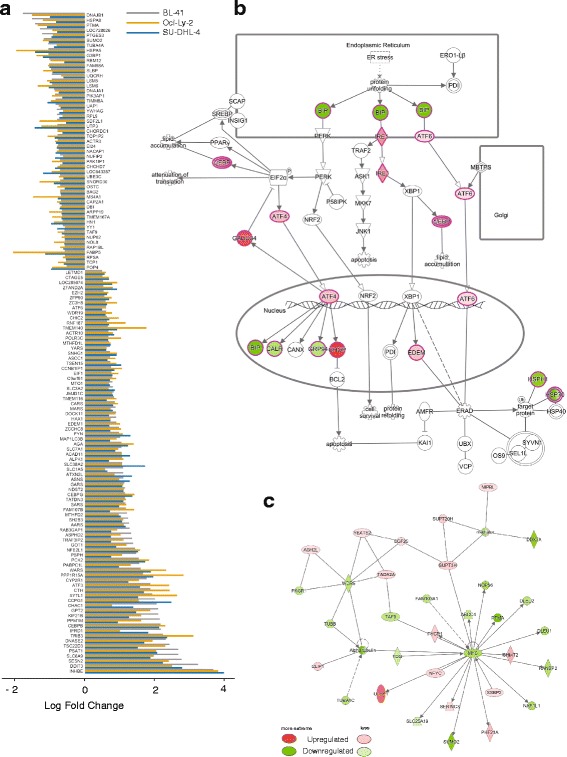
Artesunate induces activation of the UPR/ER stress pathway. Gene expression analysis was performed on BL-41, Oci-Ly*-*2 and SU-DHL-4 cells treated with artesunate (5 μM, 12 h). **a** 131 up or downregulated common genes were detected across all three cell lines upon artesunate treatment. Genes are plotted from smallest to largest on a log fold change scale ((< 0.5, > − 0.5) and adjusted *p* value < 0.01) according to the gene expression in BL-41 (gray bars). The *p*-values were calculated in IPA using Fisher right-tailed exact test. **b** The UPR was identified as the top pathway affected by artesunate by IPA analysis of the combined list of significantly changed genes in the three cell lines. **c** The top significant network in the analysis of the combined list of the three cell lines identified MYC as a central molecule. The signaling pathway and network of the differentially expressed genes are shown with upregulated genes (red) and downregulated genes (green). Where two or more genes were present, the lowest absolute value was chosen

MYC was not a component of the pathways or networks affected by artesunate, when the three cell lines were analyzed separately in IPA, but was listed as an inhibited upstream regulator in Oci-Ly-2 (*P* = 1.5 × 10^−7^) (data not shown). However, when all three cell lines were analyzed together, MYC was a central molecule in the top network (Fig. 4c). 

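MYC, a transcription factor that drives growth and ribosome synthesis, was measured by a pair of probes, and neither was called at 12 h in any cell line. The brighter probe, ILMN_1680618, had log2 fold changes of −0.24 in BL-41, −0.26 in SU-DHL-4 and 0.24 in Oci-Ly-2 (standard error 0.18, adjusted p = 0.633, 0.547 and 0.553 from limma). The dimmer probe, ILMN_2110908, had −0.67, −0.78 and −0.14 (standard error 0.21, adjusted p = 0.0943, 0.0455 and 0.82). At 4 h the brighter probe had log2 fold changes of −0.14, 0.01 and −0.01 and the dimmer probe −0.49, −0.67 and −0.37 (adjusted p = 0.516, 0.17 and 0.757), and none passed.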

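With the cell line as the replicate, MYC was not called at either probe across BL-41, SU-DHL-4 and Oci-Ly-2 together. Its brighter probe had a mean log2 fold change of −0.09 (adjusted p = 0.733 from limma) and its dimmer probe −0.53 (adjusted p = 0.0453).

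**Figure D5:**
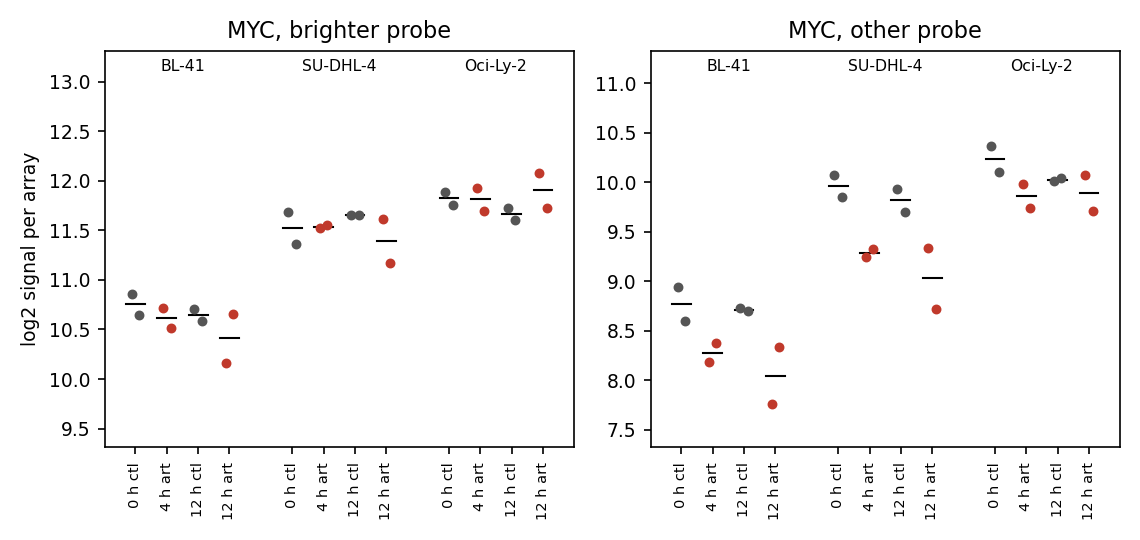
Log2 signal per array of the 2 probes of MYC in the 3 cell lines, for controls (ctl) and artesunate (art) at each time, with a short line at the mean of 2 arrays. Across the 3 cell lines the log2 fold change at 12 h was −0.09 for the brighter and −0.53 for the dimmer probe.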

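Of 30 measured genes that MYC is known to induce in ribosome synthesis and growth, none rose at 12 h, and 1 fell in BL-41, 1 in SU-DHL-4 and 4 in Oci-Ly-2 (1, 2 and 5 lower when adjusted over the list alone). PTMA is the gene that fell in all 3 cell lines. In Oci-Ly-2, NOP56 and NOP16, which act in ribosome assembly, had log2 fold changes of −0.93 and −0.75 (standard errors 0.17 and 0.16), and EIF4A1, an RNA helicase of translation initiation that is named only because it passed, −0.77. Right-tailed Fisher exact tests of this list gave adjusted p = 1, 0.771 and 0.139 in BL-41, SU-DHL-4 and Oci-Ly-2, and 0.52 for the genes that changed in all 3. The list's median log2 fold changes were −0.04, −0.15 and −0.14. In camera it lay below other genes in SU-DHL-4 (adjusted p = 0.0149) and Oci-Ly-2 (0.014) and not in BL-41 (0.472), and in none with an estimated correlation (adjusted p = 0.801, 0.801 and 0.997 in that order). NOP56 and NOP16 were not called with median scaling (−0.25, from another probe of NOP56, and −0.68) and were called in 1 of the 4 fits that each left out 1 array (−1.10 to −0.22 and −0.95 to −0.61). Where such a fit did not call NOP56, its value is again that of the other probe, so its range mixes probes.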

MYC was also identified as number ten in the “upstream regulated network” analysis of the combined data (Additional file 7: Figure S5).

To test whether the artesunate-induced changes in gene expression also translated into altered expression of typical proteins involved in the UPR pathway, expression of ATF-4, ATF-6, DDIT3, and HSP70 were analyzed. Artesunate induced a strong upregulation of both ATF-4 and DDIT3 proteins after 18 h in BL-41 and SU-DHL-6 (Fig. 5a). ATF-6 is an ER bound transmembrane transcription factor that is proteolytically cleaved after accumulation of misfolded proteins in the ER [21]. The active cytosolic fragment of ATF-6 translocates to the nucleus and acts as a transcription factor [22]. A reduced expression of ATF-6 full-length protein was observed concomitant with an increase in the level of cleaved ATF-6 protein (Fig. 5a). To determine whether the artesunate-induced UPR response was limited to malignant lymphoma cells, normal B-cells from healthy PBMC donors were used. Whereas tunicamycin, an inducer of ER stress, strongly induced expression of DDIT3 and ATF-4 in normal B-cells, DDIT3 and ATF4 were not induced by artesunate in these cells, in concordance with the lack of induction of apoptosis (Figs. 2b and 5b). Taken together, these results show that artesunate induced ER stress and an UPR response leading to apoptosis selectively in malignant B-cells.

**Fig. 5:**
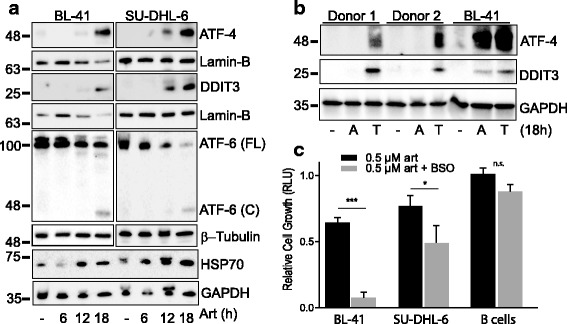
ER stress induced by artesunate is limited to the malignant B-cells. **a** The expression of ATF-4, DDIT3, full length (FL) or cleaved (**c**) ATF-6 and HSP70 were analyzed in BL-41 and SU-DHL-6 cells treated with artesunate (Art). **b** Normal B-cells (2 of 4 donors shown) and BL-41 cells were treated with artesunate (**a**) or tunicamycin (T) (5 μM, 18 h) (*n* = 3–4). Anti-lamin-B, −β-Tubulin and -GAPDH were used as loading controls. **c** Cells were pre-treated with BSO (50 μM, 18 h) before exposure to increasing concentrations of artesunate for 24 h. Cell growth was measured using CellTiterGlo. Relative luminescence units (RLU) compared to untreated cells is shown (mean ± SD, *n* = 3 (cell lines) and *n* = 2 (normal B-cells; two donors))

It has previously been suggested multiple cellular targets of artemisinins with involvement of reactive oxygen species (ROS) [23]. We therefore studied the redox regulation of artesunate-induced growth suppression by blocking a key antioxidant defense pathway. Depletion of GSH using buthionine sulfoximine (BSO) triggered an increased sensitivity to artesunate in BL41 and SU-DHL-6 cells. In contrast, normal B-cells did not show a similar increased sensitivity to artesunate (Fig. 5c and Additional file 8: Figure S6). Taken together, malignant B-cells are prone to be more sensitive to artesunate when GSH levels are depleted.

### Artesunate treatment decreases metabolic capacity in B-cell lymphoma cells

Given the well-established close interaction between ER and mitochondria, stress signals induced in the ER may negatively influence a variety of mitochondrial metabolic functions [24–26]. It has previously been reported that induction of ER stress leads to fragmentation of the mitochondrial structure and a decrease in mitochondrial membrane potential, oxygen production, and reduced respiration [27]. The impact of artesunate on the metabolism was assessed using a seahorse metabolic analyzer (Fig. 6). Oxygen consumption rate (OCR) and extracellular acidification rate (ECAR) of three cell lines (BL-41, SU-DHL-6 and Mino) pretreated or not with artesunate were measured over time and modulated by metabolic drugs in order to extract parameters of mitochondrial respiration and glycolysis (Fig. 6a, b). These experiments showed that artesunate had a significant and systematic diminution of all the mitochondrial respiration parameters measured, including basal respiration, ATP production, maximal respiration capacity, and the glycolysis capacity (basal glycolysis) in all cell lines tested (Fig. 6c, *P* < .05). The broad effects of artesunate on metabolism are likely contributing to its potent anti-lymphoma activity in vivo*.*

**Fig. 6:**
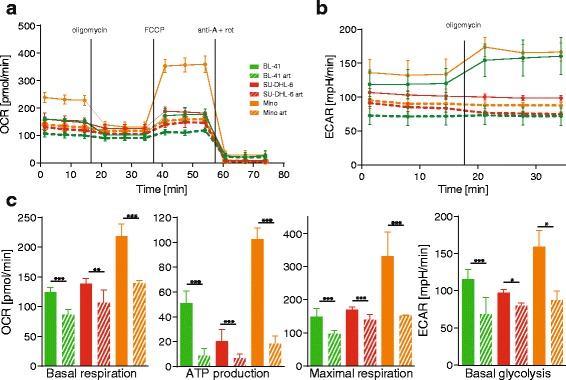
Artesunate treatment decreases the metabolic activity of malignant B-cells. **a** Data pertaining to the oxygen consumption rate (OCR) and **b** extracellular acidification rate (ECAR), measured in real-time in live intact B-cell lymphoma cells pretreated with artesunate (5 μM, 12 h). A standard “mito-stress assay” as described by the manufacturer was performed on all treatment and cell groups. **c** Extracted values for basal respiration, ATP-linked respiration, maximal respiration capacity and basal glycolysis. FCCP = carbonyl cyanide-p-trifluoromethoxyphenylhydrazon, anti-A = antimycin A, rot = rotenone. (*n* = 21)

## Discussion

In this study, we tested small molecule inhibitors for potential tumor cell suppressive effects in B-cell lymphoma cell lines and compared with the anti-malaria drug artesunate. The screen identified artesunate as an attractive novel drug with potent activity across different cell lines, representative for various B-cell lymphoma histologies. Artesunate selectively and potently induced apoptosis in the B lymphoma cell lines but had minimal effect in normal B-cells. Of note, artesunate also showed potent anti-tumor effect in a highly aggressive lymphoma xenograft model.

The standard treatment of malaria is artemisinin based combinatorial treatment for 3 days [28], and the experience with longer treatment regimens is limited [9]. In serum, artesunate is converted to dihydroartemisinin within minutes. In malaria patients receiving artesunate, the reported concentration of artesunate and dihydroartemisinin in serum has been measured to approximately 1 and 3 μM, respectively [29]. In healthy volunteers, concentrations of dihydroartemisinin as high as 8 μg/ml (21 μM) have been measured after 10 min exposure to artesunate and were well tolerated [30, 31]. We found IC_50_ values for artesunate varying from 0.19 to 3.72 μM in B lymphoma cell lines. The strong apoptosis-inducing effect of artesunate at clinical relevant concentrations of artesunate is therefore promising.

Artesunate has earlier been shown to overcome bortezomib resistance in myeloma cells in vitro [32] and to have growth suppressive properties in primary myeloma cells and in myeloma and lymphoma cell lines by inducing apoptosis concomitant with downregulation of MYC [33]. Others have also suggested MYC as a potential target for artesunate [33, 34], and the cell lines used for microarray analysis were chosen based on the MYC status (translocated, non-translocated, and mutated *MYC* in BL-41, SU-DHL-4, and Oci-Ly-2, respectively). MYC was identified as a central molecule in the network analysis with all three cell lines combined, suggesting MYC involvement, and demonstrated that artesunate had potent effects independent of MYC translocation and mutational status. Furthermore, artesunate also potently induced apoptosis in WILL-2 and Oci-Ly-18 cells, representing “double hit lymphoma,” having aberrant overexpression of MYC and BCL2, and also in U2932, with a subclone with “double hit” aberrations [35]. This is an important observation as double hit lymphomas have dismal outcome [36].

The UPR was identified as the most deregulated pathway in response to artesunate. Additional top pathways activated by artesunate included tRNA charging, protein ubiquitination and amino acid biosynthesis, all connected to changes caused by UPR and ER stress [37, 38]. This suggests that the underpinning mechanism for artesunate-induced apoptosis is induction of ER stress. The UPR is a cellular adaptive response important for re-establishing protein-folding homeostasis by decreasing protein synthesis through phosphorylation of eIF2α and by increasing the ER protein-folding and degradation capacities through transcriptional activation by XBP1 and ATF6α [39–41]. The UPR is a sensor for ER stress and is activated upon environmental stress or other conditions resulting in accumulation of unfolded proteins, a key step in readjustment of the ER protein folding capacity to meet cellular needs [39, 42]. Importantly, the functional outcome of ER stress depends on intensity and duration, as the UPR is either pro-survival to preserve ER homeostasis or pro-death if the ER stress cannot be resolved [43, 44]. Therefore, in B lymphoma cells, artesunate might directly or indirectly increase the level of ER stress, which ultimately drives the cells into apoptosis. Here, we found artesunate to induce transcriptional upregulation of ATF-4 and DDIT3/CHOP, which also translated into increased protein expression. It has previously been shown that forced expression of ATF-4 in mouse embryo fibroblasts decreased the survival, whereas forced expression of DDIT3 had no effect, suggesting ATF-4 to be the key signal and DDIT3 secondary to ER stress induced cell death [38]. Multiple pathways are involved in ER stress-induced apoptosis, and in most cases, these converge at the mitochondrial level [45]. Artesunate greatly affected metabolism in the B-cell lymphoma cell lines as determined by a systematic diminution of their basal respiration, ATP-linked respiration, maximal respiration capacity, and glycolysis, although at varying degrees. The profound collapse of the maximal respiratory capacity in all cell lines upon artesunate treatment corresponds well with their decreased basal respiration and points to significant and irreversible damage to cell respiration. This is in line with previously reported mitochondrial fragmentation as a consequence of ER stress [27]. Further evidence for this hypothesis comes from the observation that artesunate affected increased cytotoxicity in GSH-depleted malignant cells, but not in normal B-cells. The profound mitochondrial damage which is indicated by the metabolic analysis results could be associated with leaky electron transport chain which in turn may promote the aberrant generation of reactive oxygen species. Since GSH is a key intracellular antioxidant regulating ROS both in the cytosol and the mitochondria, the depletion of intracellular GSH could lead to increased vulnerability to oxidative stress [46].

In general, monotherapy in cancer treatment is unlikely to produce deep and lasting remission [47]. Therefore, combining artesunate with other therapies may suppress multiple oncogenic pathways simultaneously and offer therapeutic synergy. Synergic effects with a new dimeric artemisinin compound, ART-838, with anti-leukemic drugs have recently been reported [48, 49]. ART-838 was found to have an improved bioavailability and increased half-life compared to artesunate. This new compound may therefore give new possibilities in cancer therapy. As induction of ER stress can be a trigger of immunogenic cell death as shown for some of the cytotoxic anti-cancer therapies such as anthracyclines and irradiation [50], artesunate might be used prior to immunotherapeutic maneuvers, such as checkpoint inhibition or T cell-based therapies [51]. Furthermore, immunogenic signals released by dying tumor cells can induce antigen uptake as well as antigen processing and presentation by the antigen presenting cells. In fact, the presence of intratumor T cells may be an important participant in the continued anti-tumor response after the initial treatment with artesunate [51].

## Conclusion

Our results indicate that artesunate has potent growth suppressive effects restricted to malignant B-cells that warrant clinical testing in B-cell lymphoma patients.

## Additional files

Additional file 1: **Table S1.** Overview of the additional drugs used in the first line screen. (DOCX 36 kb)

Additional file 2: **Figure S1.** Artesunate induces apoptosis in B-cell lymphoma cell lines. (A) Dose response curves for the four most responsive cell lines and healthy CD19^+^ B-cells from Fig. 2a. Relative viability indicates relative luminescence units [RLU] from the CellTiter glo assay (*n* = 3-5, 0.125-8 μM artesunate, 72 h). (B) Propidium iodide (PI) staining detects a high level of dead cells in artesunate-exposed B-cell lymphoma cell lines (5 μM, *P <* .046, 10 μM, *P* < 0.05) compared to healthy B-cells (not significant (n.s)). Cells were treated with artesunate (5 and 10 μM, 72 h, *n* = 3) and stained with PI. The side scatter (SSC)- PI plot shows gating of the PI positive cells in untreated and artesunate treated BL-41 cells. (C) Artesunate induces apoptosis in B-cell lymphoma cell lines (*P* < 0.04), but not in healthy B-cells (n.s). Staining for active caspase 3 in lymphoma cell lines was done after artesunate treatment (5 μM art, 24 h, *n* = 3), fixation and permeabilization (PFA/methanol). The plots show example of gating for the positive active caspase 3 populations in both untreated and artesunate treated BL-41 cells. The cells are first gated on single cells, then living cells in forward/side scatter. (EPS 1906 kb)

Additional file 3: **Figure S2.** No prominent cell cycle arrest was detected in B-cell lymphoma cell lines exposed to artesunate. Cells were incubated with artesunate (Art) (5 μM, 24 h, 0.5 mill/ml cells), fixed and permabilized (PFA/MeOH), and stored at − 20 °C over night. Near IR-dye (Life technology) was used as live/dead stain. Cell cycle analysis was performed using Hoechst 33,258 (2 μg/ml) incubated for at least 15 min on ice. An LSRII with UV laser was used for measurement and Dean-Jett-Fox model in Flow Jo v 7 for data analysis. A stack plot of (*n* = 3) cell cycle phases is shown in three different cell lines treated with artesunate vs control. T-test with correction for multiple testing with Holm-Sidak correction a statistical difference (art vs control) was only found in Mino cells in G1/S phase (*P* = 0.001) (Stack plot was done in Excel, and statistical analysis performed in GraphPad prism). (EPS 1049 kb)

Additional file 4: **Figure S3.** The tumor load is evenly distributed among the treatment and control groups. (A) Tumor growth was monitored with IVIS luminescence measurements (physical units of surface radiance, photons/s/cm^2^/sr). Image was taken at day 0 when treatment was started (day 4 after injection of BL-41-luc). (B) Graphical distribution of luminescence measurements at treatment start. (C) Artesunate treatment does not affect the weight of the mice. An increased weight was observed for both groups during the treatment. Shown is weight (g) after treatment start (*n* = 10 for each group). Weight at start was 16.0-22.8 g and the mice were 6-10 weeks old. (EPS 3428 kb)

Additional file 5: **Table S2.** The top five pathways from the ingenuity pathway analysis (IPA) show UPR as the top regulated pathway in all three cell lines with corresponding *p*-value and percentage overlap of genes. (DOCX 232 kb)

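Table S2 ranks pathways of the Ingenuity Knowledge Base by the p-value of a right-tailed Fisher exact test. That test asks whether the differentially expressed genes of a cell line contain more members of a pathway than a random list of the same length drawn from the reference set would. The overlap is the share of a pathway's genes found in the list, so a small pathway with few hits can have a larger overlap and a larger p-value than a long one. The test uses no direction of change: genes that rose and genes that fell count alike. Pathways share genes, so their p-values are not independent. At the same overlap of the same pathway, a cell line with a longer list of genes has a larger p-value, since more hits are expected by chance. The Ingenuity gene sets were not used here.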

Additional file 6: **Figure S4.** Top network for all three cell lines in IPA. These networks show interactions between proteins that have an upregulation (red) or downregulation (green) in gene expression in the three cell lines stimulated with artesunate (5 μM) for 12 h compared to control (untreated sample). (A) BL-41, (B) Oci-Ly-2 and (C) SU-DHL-4. (EPS 15844 kb)

Additional file 7: **Figure S5.** IPA upstream regulators analysis predicts MYC to be inhibited. (A) In the top list of the upstream regulators analyzed by IPA, ATF4 and TRIB3 are among the top genes. MYC on the other hand is listed as number ten. The activation z-score predicts if a gene is an upstream activator (red) or an upstream inhibitor (blue). This means that the genes are predicted to regulate other genes, which are shown in B for MYC. (B) Figure shows upstream regulated network for MYC in BL-41, Oci-Ly-2 and SU-DHL-4 merged and show an interaction map between MYC and other regulated genes in the arrays. The dark blue color of MYC means IPA predicts inhibiton of MYC with “more confidence”. The goal of the Regulator Effects analysis in IPA is to provide insight into the causes and effects of differentially expressed genes or proteins in a dataset, and how they might cause differences in downstream outcomes. (EPS 1096 kb)

Additional file 8: **Figure S6.** BSO treatment decreases the levels of GSH and attenuates artesunate in lymphoma cell lines. (A) GSH-Glo glutathione assay was used to measure GSH levels after treatment with BSO (50 μM, 24 h) in BL-41, SU-DHL-6 and normal CD19+ B-cells with or without IL21. (B) BSO does not decrease cell viability in lymphoma cell lines after 24 h treatment (50 μM), a small decrease in cell viability was seen in normal B-cells (n.s). (C) Cells were treated with BSO (50 μM) for 24 h before co-treatment with increasing concentration of artesunate for 24 h. Pre-treatment with BSO induced an increased sensitivity to artesunate in malignant cells, but not in normal B-cells (*n* = 3 (cell lines), *n* = 2 CD19+ cells; two different donors). (EPS 1102 kb)

## Abbreviations

BCR: B-cell receptor
BSO: DL-buthionine sulfoximine
DLBCL: Diffuse large B-cell lymphoma
DMSO: Dimetyl sulfoxis
DSMZ: Deutche Sammlung von Mikroorganismen und Zellkulturen
ECAR: Extracellular acidification rate
ER: Endoplasmic reticulum
FCCP: Carbonyl cyanide p-trifluoromethoxyphenylhydrazon
FCS: Fetal calf serum
FDR: False discovery rate
FL: Follicular lymphoma
GFP: Green fluorescence protein
GSH: Glutathione
HS: Human serum
IPA: Ingenuity pathway analysis
IVIS: In vivo imaging system
MCL: Mantle cell lymphoma
NHL: Non-Hodgkins lymphoma
NSG: Nod SCID gamma
OCR: Oxygen consumption rate
PBMC: Peripheral blood mononuclear cells
PCR: Polymerase chain reaction
PFA: Paraformaldehyd
PI: Propidium iodide
RLU: Relative luminescence
ROS: Reactive oxygen species
TUNEL: Terminal deoxynucleotidyl transferase dUTP nick end labeling
UPR: Unfolded protein response

# Supplementary material for: Artesunate shows potent anti-tumor activity in B-cell lymphoma
**Source:** J Hematol Oncol. 2018 Feb 20;11:23. doi: 10.1186/s13045-018-0561-0
**Supplement:** Supplementary file 1 — Table S1. Overview of the additional drugs used in the first line screen.

**Additional file 1**

**Table S1:** **Overview of the additional drugs used in the first line screen (Figure 1).**

| Drug | [Max] μM | Main target | References |
| --- | --- | --- | --- |
| Dasatinib | 0.15 | Src family tyrosine kinases | ([Yang*, et al* 2008](#_ENREF_13)) |
| Ibrutinib | 0.25 | Bruton’s tyrosine kinase | ([McMullen*, et al* 2014](#_ENREF_9), [Woyach*, et al* 2014](#_ENREF_12)) |
| Idelalisib | 1.00 | PI3-kinase δ | ([Boucrot*, et al* 2015](#_ENREF_3), [Chiron*, et al* 2014](#_ENREF_4)) |
| Duvelisib | 0.25 | PI3-kinase δ, γ | ([Dong*, et al* 2014](#_ENREF_5)) |
| Everolimus | 0.15 | mTOR | ([Rosich*, et al* 2012](#_ENREF_11)) |
| Alisertib | 0.10 | Aurora A kinase | ([Bangs*, et al* 2015](#_ENREF_1), [Manfredi*, et al* 2011](#_ENREF_8)) |
| Sorafenib | 4.00 | Multikinase inh. (Raf/ERK ++) | ([Pratz*, et al* 2010](#_ENREF_10)) |
| Entospletinib | 0.50 | Spleen tyrosine kinase | ([Bojarczuk*, et al* 2016](#_ENREF_2)) |
| Metformin | 800.00 | ? | ([Dowling*, et al* 2012](#_ENREF_6), [Gu*, et al* 2010](#_ENREF_7)) |

**Supplemental references:**

Bangs, F.K., Schrode, N., Hadjantonakis, A.K. & Anderson, K.V. (2015) Lineage specificity of primary cilia in the mouse embryo. *Nat Cell Biol,* **17,** 113-122.

Bojarczuk, K., Sasi, B.K., Gobessi, S., Innocenti, I., Pozzato, G., Laurenti, L. & Efremov, D.G. (2016) BCR signaling inhibitors differ in their ability to overcome Mcl-1-mediated resistance of CLL B cells to ABT-199. *Blood,* **127,** 3192-3201.

Boucrot, E., Ferreira, A.P., Almeida-Souza, L., Debard, S., Vallis, Y., Howard, G., Bertot, L., Sauvonnet, N. & McMahon, H.T. (2015) Endophilin marks and controls a clathrin-independent endocytic pathway. *Nature,* **517,** 460-465.

Chiron, D., Di Liberto, M., Martin, P., Huang, X., Sharman, J., Blecua, P., Mathew, S., Vijay, P., Eng, K., Ali, S., Johnson, A., Chang, B., Ely, S., Elemento, O., Mason, C.E., Leonard, J.P. & Chen-Kiang, S. (2014) Cell-cycle reprogramming for PI3K inhibition overrides a relapse-specific C481S BTK mutation revealed by longitudinal functional genomics in mantle cell lymphoma. *Cancer Discov,* **4,** 1022-1035.

Dong, S., Guinn, D., Dubovsky, J.A., Zhong, Y., Lehman, A., Kutok, J., Woyach, J.A., Byrd, J.C. & Johnson, A.J. (2014) IPI-145 antagonizes intrinsic and extrinsic survival signals in chronic lymphocytic leukemia cells. *Blood,* **124,** 3583-3586.

Dowling, R.J., Niraula, S., Stambolic, V. & Goodwin, P.J. (2012) Metformin in cancer: translational challenges. *J Mol Endocrinol,* **48,** R31-43.

Gu, N., Kim, B.H., Rhim, H., Chung, J.Y., Kim, J.R., Shin, H.S., Yoon, S.H., Cho, J.Y., Shin, S.G., Jang, I.J. & Yu, K.S. (2010) Comparison of the bioavailability and tolerability of fixed-dose combination glimepiride/metformin 2/500-mg tablets versus separate tablets: A single-dose, randomized-sequence, open-label, two-period crossover study in healthy Korean volunteers. *Clin Ther,* **32,** 1408-1418.

Manfredi, M.G., Ecsedy, J.A., Chakravarty, A., Silverman, L., Zhang, M., Hoar, K.M., Stroud, S.G., Chen, W., Shinde, V., Huck, J.J., Wysong, D.R., Janowick, D.A., Hyer, M.L., Leroy, P.J., Gershman, R.E., Silva, M.D., Germanos, M.S., Bolen, J.B., Claiborne, C.F. & Sells, T.B. (2011) Characterization of Alisertib (MLN8237), an investigational small-molecule inhibitor of aurora A kinase using novel in vivo pharmacodynamic assays. *Clin Cancer Res,* **17,** 7614-7624.

McMullen, J.R., Boey, E.J., Ooi, J.Y., Seymour, J.F., Keating, M.J. & Tam, C.S. (2014) Ibrutinib increases the risk of atrial fibrillation, potentially through inhibition of cardiac PI3K-Akt signaling. *Blood,* **124,** 3829-3830.

Pratz, K.W., Cho, E., Levis, M.J., Karp, J.E., Gore, S.D., McDevitt, M., Stine, A., Zhao, M., Baker, S.D., Carducci, M.A., Wright, J.J., Rudek, M.A. & Smith, B.D. (2010) A pharmacodynamic study of sorafenib in patients with relapsed and refractory acute leukemias. *Leukemia,* **24,** 1437-1444.

Rosich, L., Xargay-Torrent, S., Lopez-Guerra, M., Campo, E., Colomer, D. & Roue, G. (2012) Counteracting autophagy overcomes resistance to everolimus in mantle cell lymphoma. *Clin Cancer Res,* **18,** 5278-5289.

Woyach, J.A., Furman, R.R., Liu, T.M., Ozer, H.G., Zapatka, M., Ruppert, A.S., Xue, L., Li, D.H., Steggerda, S.M., Versele, M., Dave, S.S., Zhang, J., Yilmaz, A.S., Jaglowski, S.M., Blum, K.A., Lozanski, A., Lozanski, G., James, D.F., Barrientos, J.C., Lichter, P., Stilgenbauer, S., Buggy, J.J., Chang, B.Y., Johnson, A.J. & Byrd, J.C. (2014) Resistance mechanisms for the Bruton's tyrosine kinase inhibitor ibrutinib. *N Engl J Med,* **370,** 2286-2294.

Yang, C., Lu, P., Lee, F.Y., Chadburn, A., Barrientos, J.C., Leonard, J.P., Ye, F., Zhang, D., Knowles, D.M. & Wang, Y.L. (2008) Tyrosine kinase inhibition in diffuse large B-cell lymphoma: molecular basis for antitumor activity and drug resistance of dasatinib. *Leukemia,* **22,** 1755-1766.

# Supplementary material for: Artesunate shows potent anti-tumor activity in B-cell lymphoma
**Source:** J Hematol Oncol. 2018 Feb 20;11:23. doi: 10.1186/s13045-018-0561-0

**Additional file 5**

**Table S2:** **The top five pathways from the ingenuity pathway analysis (IPA) show UPR as the top regulated pathway in all three cell lines with corresponding p-value and percentage overlap of genes.**

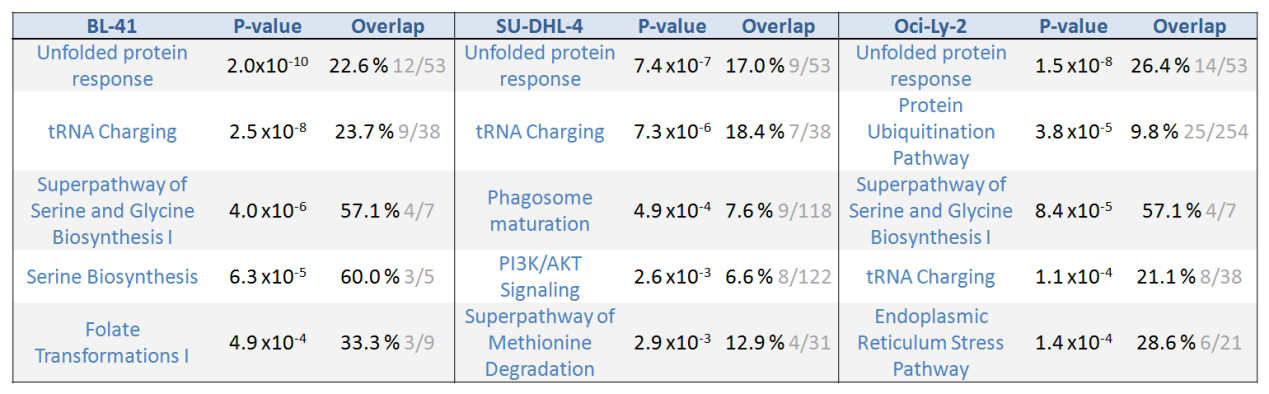

**Supplement:** Supplementary file 5 — Table S2. The top five pathways from the ingenuity pathway analysis (IPA) show UPR as the top regulated pathway in all three cell lines with corresponding p-value and percentage overlap of genes.

How the deposited data were processed for this re-analysis (not part of the article)

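Gene expression was measured in BL-41, SU-DHL-4 and Oci-Ly-2 cells on Illumina HumanHT-12 v4 BeadChips, with 2 arrays for each of 12 groups: the 0 h control, 4 h artesunate, 12 h control and 12 h artesunate of each of the 3 cell lines, at 5 μM artesunate. The sample labels name the cell line, time, treatment and replicate of every array. The experiments of the paper on protein, viability, oxygen consumption, cell cycle, normal B-cells and mice were not analysed here.

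The authors deposited non-normalized signal intensities and a detection p-value for each probe and array, as exported by the scanner's software, and a table of processed intensities of the same arrays. The authors' normalization method is not given in the sources used here. The deposited processed intensities are on the linear scale, every array has a median of 97.8, and they equalled the quantile-normalized non-normalized signals to within 0.0207 on the log2 scale, so they hold quantile normalization with no background subtraction. The authors' detection p-value of a probe compares its signal with that of the negative control probes. The paper names limma in R 3.3.1, with no version of limma.

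From the non-normalized signals, limma's neqc (limma 3.58.1 in R 4.3.3) inferred the negative controls from the detection p-values, subtracted background with an offset of 16, normalized by quantiles and took log2. Of 47319 probes, 30112 had 1 gene symbol, 8 several and 17199 none, after symbols were brought up to date by gene ID from a table of gene names that was used for names alone; no coordinates are given. The 25017 probes with a detection p under 0.05 on at least 2 of the 24 arrays were tested, of which 17314 had 1 symbol, 3 several and 7700 none. One limma model with a mean for each of the 12 groups was fitted to all 24 arrays, with 12 residual and 7.418 prior degrees of freedom. Compared were 12 h artesunate with 12 h control, 4 h artesunate with 0 h control and 12 h control with 0 h control in each cell line, and the 12 h responses of the cell lines with one another. A further limma model on the 6 group means at 12 h, with cell line as a term, took the cell line as the replicate. A probe was called at an absolute log2 fold change over 0.5 and a Benjamini-Hochberg adjusted p under 0.01, as the paper's methods give. The methods take the probe with the lowest log fold change of a gene and do not say at which step. Here probes of a symbol were collapsed after selection: the value of a gene is that of its called probe with the lowest absolute log2 fold change, or of its brightest probe where none was called. The rule was applied anew in each alternative, so a gene that lost its call can take its value from another probe. A fold of a gene that neither control array detected is given as a lower bound against the detection limit.

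Gene lists were written from general knowledge before the data were examined, when Fig. 4a and Table S2 had been seen, so enrichment of genes drawn there is not independent evidence. There are 35 with the union of the 4 lists of the unfolded protein response. Called genes were tested for enrichment in each list with a right-tailed Fisher exact test against the 12908 genes measured, adjusted over lists and cell lines. Limma's camera, on the brightest probe of each gene and with a preset correlation of 0.01, gave the direction of each list relative to other genes, adjusted over lists and comparisons, and was repeated with an estimated correlation. A list was taken as shifted at an adjusted p under 0.05.

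The genes named were fixed by a rule beforehand: genes that the paper names for the arrays or the unfolded protein response, the 10 that rose and the 10 that fell most in all 3 cell lines, the 5 that rose and the 5 that fell most in each cell line at 12 h with both artesunate arrays beyond both control arrays, the 5 called with the largest change in each direction at 4 h, between controls and between cell lines, up to 5 members of each list with the largest mean change, and ACTB and GAPDH. Probes with no gene symbol were left out of the ranked sets. ATF3, CHAC1, CEBPG, DNAJC10 and EIF4A1, and in the last part SLC7A1, RPL9, RPL14, UQCRH and MME, fall outside the rule and were chosen after their values were seen.

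Alternatives set beforehand were an adjusted p under 0.05, taking the probe with the lowest change or the brightest probe of a gene before selection, the deposited processed values, no background correction, median scaling, no filter and a stricter filter on dim probes (detection p under 0.01 on both arrays of at least 1 group), array quality weights, a block for the replicate number, the other control time or the mean of both controls as the reference, each cell line fitted alone, the 4 arrays of a comparison fitted alone, and leaving out each array in turn. That median scaling used the median of the detected probes was decided after the data had been seen. The model and both list tests were checked on simulated data made from the means and spread of the arrays: in the 12 h comparison of Oci-Ly-2, 1 of 100 random lists had a camera p under 0.05. The simulated probes varied independently of one another. This check therefore cannot show how camera behaves where the genes of a list are correlated. The correlation between the 2 arrays of a group was 0.986 to 0.993 over the probes tested.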

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

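The 3 tests of the structural RNA genes were chosen only after the result was seen, and the first was set on the median and lower quartile, rather than the smallest gene, and the third on small nucleolar and Cajal body RNA alone, after the values were seen. In BL-41, 11 structural RNA genes, among them RNVU1-7, RNVU1-18, RNU1-3, RNU1-1 and RNU4-2 of the spliceosome, RN7SK and the ribosomal RNAs RNA5S9 and RNA28SN5, rose at 12 h and responded more than in another cell line, with a median log2 fold change of 2.29 against 0.05 in SU-DHL-4 and −0.13 in Oci-Ly-2. The 11 genes were chosen by these calls in the same fit. Their high median in BL-41 and its gap to the other cell lines are thus partly set by the choice and are not independent evidence. The normalization does not account for the rise of these genes: the median was 1.75 with the deposited processed values (lower quartile 1.05, smallest 0.56 for RNU11) and 2.19 with median scaling. A general rise that takes in small nucleolar and Cajal body RNA is argued against by 116 such probes detected on every 12 h array of BL-41, whose median log2 fold change was −0.0616 (quartiles −0.248 and 0.178, with 4 higher, among them SNORD3A, SNORD3C and SNORD3D). A rise of other structural RNA as a class stays open, since RNA18SN5 (2.53), RNU6ATAC (1.87 and 1.31), RNU6-1 (1.28) and RNU5A-1 (0.93) rose in BL-41 too, and so does a larger amount of RNA without a poly(A) tail in the labelled RNA: the 237 other probes of such RNA had a median of 0.0713 with an upper quartile of 0.308, and the 49 of replication-dependent histone mRNA had one of 0.462, with 14 of them higher. RNA18SN5 also had 0.957 in SU-DHL-4 and 1.94 in Oci-Ly-2, so its higher value was not particular to BL-41. A response of BL-41 itself may also account for the rise of the 11 genes and was not tested.

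Limma's test of the difference in the 12 h response called 14 genes between BL-41 and SU-DHL-4, 25 between BL-41 and Oci-Ly-2 and 2 between SU-DHL-4 and Oci-Ly-2. Leaving out 1 of the 8 arrays compared gave as few as 4, 8 and 0 genes. Against SU-DHL-4, the log2 fold change in BL-41 was higher by 2.83 for RNVU1-7, 2.67 for RNVU1-18, 2.64 for RNU1-3, 2.24 for RNU1-1 and 2.42 for ASS1, an enzyme of arginine synthesis (0.80 at its further probe, which was not called). The difference was −1.48 for TEX19. Against Oci-Ly-2, it was 4.90 for RNA28SN5 (1.27 at its further probe, which was not called, with log2 fold changes of 0.51 and −0.76), 3.06 for RNVU1-18, 2.93 for RNVU1-7, 2.83 for RNU1-3 and 2.70 for RNU4-2. In the other direction it was −1.57 for RNF144B, a ubiquitin ligase. The other named genes were undetected in at least 1 of the groups compared, so their fitted values rest in part on signal at the floor and do not measure the size of a difference. Those of BL-41 against SU-DHL-4 were −2.01 for BAG3, a co-chaperone that no 12 h array of SU-DHL-4 detected, and −1.03 for FAM106C, which no 12 h array of BL-41 and no 12 h control of SU-DHL-4 detected. Against Oci-Ly-2 they were −1.50 for FGD5 and −1.34 for PLA2G10, both undetected at 12 h in BL-41, and −1.32 for BIK, a pro-apoptotic BH3-only protein undetected in the 12 h controls of Oci-Ly-2. Those of SU-DHL-4 against Oci-Ly-2 were 1.22 for FAM106C, undetected at 12 h in Oci-Ly-2, and −1.57 for ACKR3, a chemokine receptor that no 12 h array of SU-DHL-4 detected.

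Amino acid transporters, a list that the paper does not discuss, had a median log2 fold change of 0.747 in BL-41, 0.64 in SU-DHL-4 and 0.55 in Oci-Ly-2 at 12 h. Of 15 measured, 5 rose in each cell line and none fell (10, 8 and 8 higher and 0, 1 and 2 lower when adjusted over the list alone). SLC6A9, a glycine transporter, rose by 2.5 on the log2 scale in BL-41 and was at least 2.93-fold and 3.64-fold higher in SU-DHL-4 and Oci-Ly-2, where the controls did not detect it; its further probe was not called (0.09, 0.16 and 0.20). SLC7A1, which carries arginine and lysine, rose by 0.94, 0.82 and 0.90. Right-tailed Fisher exact tests gave adjusted p = 6.59e-05, 8.34e-06 and 0.00169, and camera 9.53e-10, 1.01e-07 and 4.35e-05 (adjusted p = 0.0138, 0.0254 and 0.0865 with an estimated correlation). The transporter list was also written after Fig. 4a had been seen, so these values are not independent evidence. Genes of cholesterol synthesis and uptake had a median of −0.506 in Oci-Ly-2 (camera adjusted p = 0.000258, or 0.756 with an estimated correlation), where 1 of 15, IDI1, was lower (2 when adjusted over the list alone), a call that ended without any 1 of the 4 arrays (−1.09 to −0.88). Limma called 0 in BL-41 and SU-DHL-4 (4 and 2 at an unadjusted p under 0.05).

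Between 0 and 12 h without artesunate, a comparison that the paper does not report, G2/M genes had a median log2 fold change of 0.219 in BL-41 and 0.221 in Oci-Ly-2, and G1/S genes 0.358 in SU-DHL-4. In the same comparison the median of amino acid synthesis genes was 0.203 in SU-DHL-4, and those of cholesterol genes and reference genes were 0.154 and 0.157 in Oci-Ly-2. In camera these 6 lists lay above other genes with adjusted p = 0.00381, 6.72e-05, 2.9e-07, 0.0359, 0.00892 and 0.0271 in the order given. None did with an estimated correlation (adjusted p = 0.964, 0.801, 0.623, 0.805, 0.805 and 0.623).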

How the results depend on the processing

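The replicate block with crossed numbers, and the use of detected probes alone in median scaling, were chosen after seeing the data; the other alternatives were not. At 12 h, DDIT3 was called in all 3 cell lines under every alternative and without any 1 array. PPP1R15A, TRIB3 and INHBE were too, apart from SU-DHL-4 with only the 4 arrays compared. Camera placed the PERK-ATF4-CHOP branch above other genes with the deposited values, the replicate block and an estimated correlation, and the heat shock genes below them, except that with an estimated correlation SU-DHL-4 and Oci-Ly-2 did not pass. Of 570 values for single genes in the main fit, 174 were called. Over all alternatives, values kept their sign and call 8629 times, mostly for genes called in neither fit. Values were no longer called 570 times and newly called 193 times. Of the 174 called, 173 stayed called with the mean of both controls, 145 with median scaling, 131 with the lowest probe first and 53 with only the 4 arrays compared. The sign changed 15 times for a called gene, where the value could come from another of its probes, and 247 times for a gene that was not called. Of 315 list shifts under an alternative, 290 kept their direction and call, 20 lost the call and 5, of lists that were not shifted, changed direction. Signal over background limits what can be seen for dim genes: their folds are bounds. The cause of the changes below was not tested, except that fewer arrays in a fit leave fewer degrees of freedom.

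With an adjusted p under 0.05, 556, 529 and 1110 genes were called at 12 h in BL-41, SU-DHL-4 and Oci-Ly-2, 23, 97 and 7 at 4 h, 171 in all 3 cell lines at 12 h and 806 across cell lines. When the probe with the lowest change was taken first, 166 genes were called at 12 h in BL-41 and 354 in Oci-Ly-2, 0 at 4 h in SU-DHL-4 and 178 across cell lines. With the brightest probe first, 4 genes were called at 4 h in BL-41 and 0 in SU-DHL-4. The deposited processed values gave 47, 41 and 10 genes at 4 h, 3 between the controls of SU-DHL-4 and 8 for the difference of SU-DHL-4 and Oci-Ly-2; without background correction the 4 h counts were also 47, 41 and 10. Median scaling gave 86 genes in SU-DHL-4 (66 higher and 20 lower, against 104 and 58) and 350 in Oci-Ly-2 (253 and 97, against 307 and 236) at 12 h, 0 at 4 h in SU-DHL-4, 44 in all 3 and 704 across cell lines. With no filter on dim probes, 1, 15 and 3 genes were called at 4 h and 3 across cell lines, and with the stricter filter 4, 14 and 1 at 4 h and 171 across cell lines. Array quality weights gave 1 gene at 4 h in SU-DHL-4 and 1 in Oci-Ly-2. With the other control time, 347 genes were called at 12 h in SU-DHL-4 and 12, 0 and 2 at 4 h. With the mean of both controls, 428, 417 and 887 genes were called at 12 h, 17, 16 and 7 at 4 h and 144 in all 3. With each cell line fitted alone, 87, 15 and 207 genes were called at 12 h, 0 at 4 h in SU-DHL-4 and 14 in all 3; with only the 4 arrays compared, 55, 1 and 38 at 12 h, 0 at 4 h in SU-DHL-4 and 1 in all 3. Without the cell line Oci-Ly-2, 47 genes were called across cell lines, and with 12 arrays as separate replicates 767. For parts of the unfolded protein response taken alone, the Fisher adjusted p was 0.92 and 0.703 for ER chaperones in BL-41 and SU-DHL-4, 0.757, 1 and 1 for ER-associated degradation in BL-41, SU-DHL-4 and Oci-Ly-2 and 1, 1 and 1 for sensors and transducers. With an estimated correlation, 3, 2 and 1 lists were shifted at 12 h, against 8, 9 and 9.

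Of the 69 genes called in all 3 cell lines, 69 were also called in all 3 with an adjusted p under 0.05, 67 with the mean of both controls, 64 with array quality weights, 54 with the deposited values, 47 with the lowest probe first and 41 with median scaling. When each array was left out in turn, the lone array of its group being assumed to vary like the other groups, 90 to 103 genes were called at 12 h in BL-41, 45 to 122 in SU-DHL-4 and 136 to 264 in Oci-Ly-2, and 32 to 56 in all 3. Leave-one-out fits gave 4 to 10, 8 to 26 and 0 to 7 genes for the differences of BL-41 and SU-DHL-4, BL-41 and Oci-Ly-2, and SU-DHL-4 and Oci-Ly-2. They gave 0 to 9 genes between the controls of SU-DHL-4, 0 to 4 at 4 h in SU-DHL-4 and 0 to 1 at 4 h in Oci-Ly-2.

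The log2 fold changes that reversed were, with the lowest probe first, those of ATF4 (−0.0719), SUMO2 (0.00365) and PMAIP1 (−0.0436) in BL-41, ARHGAP27P1 in SU-DHL-4 (0.0308) and CD8A in Oci-Ly-2 (−0.0254). With the brightest probe first, SUMO2 in BL-41 (0.00365) and CD8A in Oci-Ly-2 (−0.0254) reversed. CD8A in Oci-Ly-2 also had a negative value with median scaling (−0.19), with the replicate block, Oci-Ly-2 fitted alone and only the 4 arrays compared (−0.0254 each), and in 3 of 4 leave-one-out fits (−0.360 to 0.309 over the 4). LSM5 in SU-DHL-4 had 0.00807 without 12 h artesunate replicate 1 and −1.14 without 12 h control replicate 1. No probe of either gene was called where the sign changed in these fits. The value is then that of the brightest probe, which is not the called one, so the called probe is not shown to reverse.

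The labels give the replicate number after a letter d, and neither they nor the paper says what it marks. The deviations of same-numbered arrays from their group means correlated between 0.0574 and 0.279 in SU-DHL-4 and Oci-Ly-2. In BL-41 they correlated between 0.134 and 0.207, apart from the 12 h artesunate arrays, which had −0.181 to −0.144 with each other group. The numbers were not taken to pair the arrays. With the replicate number as a block, 265, 203 and 599 genes were called at 12 h, 4 in BL-41 and 13 in SU-DHL-4 at 4 h, 1 between the controls of SU-DHL-4 and 0 for the difference of SU-DHL-4 and Oci-Ly-2. The correlation was −0.144 between the 12 h groups of BL-41, and with its numbers crossed, the block called 320 genes there. A block for the BeadChip was not run.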

Differences from the paper's values

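The paper states 521 genes with altered expression at 12 h in BL-41, 509 in SU-DHL-4 and 1029 in Oci-Ly-2, and here 256, 162 and 543 were called at the thresholds the paper gives. The paper states 131 genes for all 3 cell lines, and here 69 were called. Among the alternatives set before the data were examined, all 4 counts came within 1.5 times of the paper's with an adjusted p under 0.05 (556, 529, 1110 and 171) and with the mean of both controls as the reference (428, 417, 887 and 144). Some came within it with the other control time (347 in SU-DHL-4), array quality weights (362 in BL-41 and 730 in Oci-Ly-2) and the stricter filter on dim probes (688 in Oci-Ly-2 and 91 in all 3). The lowest or brightest probe first, the deposited processed values, no background correction, median scaling, no filter, the replicate block, each cell line fitted alone, the 4 arrays alone and leaving out an array brought none of these counts within 1.5 times.

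For DDIT3 the paper's log2 fold changes are about 3.2 in BL-41, about 2.8 in SU-DHL-4 and about 2.5 in Oci-Ly-2 in Fig. 4a, read by eye, and here they were 3.38, 2.92 and 2.63, further apart than the spread between arrays. With the mean of both controls as the reference, set before the data were examined, they were 3.25, 2.79 and 2.5, which is within that spread, and under no other alternative were they. INHBE, TRIB3 and PPP1R15A, read from the same figure, did not differ beyond the spread here. With the mean of both controls, TRIB3 in BL-41 (2.24) did, from about 2.2. That spread is the standard deviation of 2 technical arrays (at most 0.068 for DDIT3 and 0.017 for TRIB3 in BL-41), finer than values read by eye. The standard error of DDIT3 was 0.12. These gaps may come from the reading alone, and they do not show which reference the paper used.

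The paper states that ATF4 and ATF6 were significantly upregulated, as was GADD34. PPP1R15A (GADD34) was called in all 3 cell lines here. ATF4 was called in BL-41 (0.78) and not in SU-DHL-4 (0.53) or Oci-Ly-2 (0.50); it was called in SU-DHL-4 with the deposited processed values and without background correction (0.53 in both). ATF6 was called in none (0.56, 0.42 and 0.58); it was called in Oci-Ly-2 with the stricter filter on dim probes or array quality weights (0.58), with the other control time (0.63) and with the mean of both controls (0.61), in BL-41 with the mean of both controls (0.61), and in both with an adjusted p under 0.05. The paper lists protein ubiquitination among the significant pathways; no gene of ubiquitin and its activating and conjugating enzymes and 1 proteasome subunit, PSMA3 in Oci-Ly-2, was called here, and the pathway of IPA holds further genes, including heat shock proteins, that are not in these lists. The paper places MYC at the center of the top network when the 3 cell lines are analysed together. Its pathway analysis also lists MYC as an inhibited upstream regulator, in Oci-Ly-2 and in the combined data. Neither result states a change of MYC's own RNA, so the values here do not contradict them. MYC itself was called in no cell line. Its dimmer probe was called in SU-DHL-4 with the mean of both controls (−0.86) and, with an adjusted p under 0.05, in SU-DHL-4 (−0.78) and across cell lines (−0.53).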

Other observations

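The 2 tests of the heat shock genes were chosen only after the result was seen; those of disagreeing probes and of the splits of the group means were not. At 12 h, CDKN1A, which encodes the cell cycle inhibitor p21, rose by a log2 fold change of 1.97 in SU-DHL-4 and 2.09 in Oci-Ly-2, with 1.34 in BL-41, which did not pass (standard error 0.32). PMAIP1 (NOXA), a pro-apoptotic BH3-only protein, rose by 0.72 in BL-41 and 1.01 in SU-DHL-4 at 1 of its probes (−0.04 and 0.23 at the other), and TNFRSF10B, the death receptor DR5, was at least 1.65-fold higher in SU-DHL-4, where the controls did not detect it (0.68 at its further probe, which was not called). Of 16 genes of the BCL2 family and death receptors, 1, 2 and 0 rose and 1, 0 and 0 fell in BL-41, SU-DHL-4 and Oci-Ly-2 (the same counts when adjusted over the list alone; 8 at an unadjusted p under 0.05 in Oci-Ly-2; Fisher adjusted p = 0.147, 0.0703 and 1). BCL2 was not called at any of its 4 probes. Of 12 p53 target genes, 0, 2 and 1 rose and 1, 0 and 0 fell (Fisher adjusted p = 0.591, 0.0434 and 0.92). MAP1LC3B (LC3B), a protein of autophagosomes, rose by 0.96 in BL-41 and 0.99 in Oci-Ly-2, among 16 autophagy genes of which 1, 0 and 2 rose (4 at an unadjusted p under 0.05 in SU-DHL-4). The call of CDKN1A in SU-DHL-4 ended with the deposited processed values and without background correction (1.00), with the other control time (1.29), in both fits on fewer arrays (1.97) and in 3 of the 4 fits that left out 1 array (1.56 to 2.37), and in Oci-Ly-2 in 1 of them (1.83 to 2.35). The calls of MAP1LC3B held in 1 of 4 such fits in each cell line (0.79 to 1.13 and 0.77 to 1.21), that of PMAIP1 in BL-41 in none (0.66 to 0.78), and that of TNFRSF10B in 1 (0.67 to 0.97). Where TNFRSF10B was not called, its value is that of its further probe.

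In Oci-Ly-2, MS4A1, which encodes the B-cell surface protein CD20, fell by 1.38 on the log2 scale, and SPIB, a B-cell transcription factor, by 1.01. MS4A1 was not called at its dimmer probe (−0.73), nor SPIB with the deposited processed values or without background correction (−0.50) or in either fit on fewer arrays (−1.01). MS4A1 had −0.62 and −0.64 in BL-41 and SU-DHL-4, which did not pass, and the difference between cell lines was not called. Of 22 genes of B-cell identity, 1, 0 and 2 fell and none rose, the 1 in BL-41 being MME (−0.69). Among cell cycle genes, CCNE1 (cyclin E1, −1.30, with −0.00 at its further probe), FEN1 (a nuclease of DNA replication, −0.87) and CDK1 (−1.05, with −0.66 at its further probe, which was not called) fell in Oci-Ly-2. These were 2 of 19 G1/S genes (4 lower when adjusted over the list alone) and 1 of 22 G2/M genes, and limma called 0 of either list in BL-41 (3 and 3 at an unadjusted p under 0.05) and SU-DHL-4 (4 and 1). The calls of CCNE1 and CDK1 ended without any 1 of the 4 arrays (−1.37 to −1.22 and −0.89 to −0.44), FEN1 was called in 1 of those fits (−1.11 to −0.63) and SPIB in 2 (−1.18 to −0.85). The range of CDK1 is that of its further probe, the brighter one, and not of the called probe.

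Other groups changed little. Of 71 ribosomal protein genes, RPL9 fell in BL-41 (−0.85), RPL14 in SU-DHL-4 (−0.68) and RPL23 (−0.77), RPL29 (−0.94) and RPS26 (−1.06) in Oci-Ly-2; without 1 of the 4 arrays, RPL23 was never called (−0.89 to −0.64), RPS26 in 2 of 4 fits (−1.25 to −0.21) and RPL29 in all. Of 56 subunits of the respiratory chain and ATP synthase, UQCRH fell in BL-41 (−0.94) and NDUFB9 in Oci-Ly-2 (−0.70), and limma called 0 in SU-DHL-4 (7 at an unadjusted p under 0.05). SLC7A11, the cystine transporter, was at least 1.4-fold higher in SU-DHL-4 and the only call among 14 genes of the NRF2 response, and KLF6 (0.96 in SU-DHL-4) the only one among 10 immediate early genes. The calls of SLC7A11 (0.39) and RPS26 (−0.29) ended with the deposited processed values and without background correction. Where RPS26 was not called, its values (−0.29 and the end at −0.21) are those of a brighter probe and not of the called one. The calls of NDUFB9 (−0.76 to −0.63) and KLF6 (0.88 to 1.04) ended without any 1 of the 4 arrays. In BL-41, SU-DHL-4 and Oci-Ly-2, limma called 0 of 19 glycolysis genes (3, 1 and 3 at an unadjusted p under 0.05), 0 of 14 genes of iron handling (3, 2 and 2), 0 of 10 plasma cell genes (2, 1 and 2) and 0 of 10 reference genes (0, 0 and 2). ACTB had log2 fold changes of −0.01, −0.17 and 0.09 and GAPDH −0.03, 0.03 and −0.00. Of markers of other cell types, 0 of 6 myeloid, 0 of 2 NK and 0 of 4 epithelial and stromal genes were called (at most 1 per list and cell line at an unadjusted p under 0.05), and 1 of 3 T-cell genes, CD8A in Oci-Ly-2 at 1 of its 3 probes (at least 1.15-fold). At 4 h, camera placed the heat shock genes below other genes (medians −0.14, −0.05 and −0.17, adjusted p = 0.000644, 0.0335 and 3.82e-06, with none called; 0.623, 0.801 and 0.37 with an estimated correlation), the HSP families in Oci-Ly-2 below them (adjusted p = 0.00666, or 0.453) and, above them, proteasome subunits in BL-41 and SU-DHL-4 (0.0145 and 0.0271, or 0.801 each) and respiratory chain subunits in BL-41 (0.0042, or 0.801).

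A rise of the heat shock genes in the 12 h controls is argued against as the whole of their fall at 12 h. The medians of the genes that fell were −1.6 in BL-41, −1.01 in SU-DHL-4 and −1.1 in Oci-Ly-2 against the 12 h control. Against the 0 h control they were −1.16, −0.91 and −1.07, and these controls differed by 0.125, 0.0366 and 0.0355. The genes were chosen on the same 12 h artesunate arrays, so the medians against the 0 h control are not independent of that choice. Signal shared between the nearly identical HSPA1A and HSPA1B does not account for the fall of the heat shock genes, since 10 other members of the list were called lower in at least 1 cell line. A lower demand on cytosolic chaperones or less HSF1 activity with artesunate may account for the fall, which was not tested. Of called genes with several probes, 83 of 97 in BL-41, 52 of 62 in SU-DHL-4 and 179 of 215 in Oci-Ly-2 had a probe that was not called. Dimmer signal cannot be told apart from other reasons: the probes that were not called differed in mean log2 signal from the called ones by medians of −0.482, −0.061 and −0.36, with quartiles on both sides of 0 in each cell line.

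Across cell lines, the 6 group means can be split into 3 and 3 in 10 ways, too few for a share under 0.05. The split by artesunate called 325 genes, 1 of the 10 splits reached this number, and the highest of the others called 0.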
